# Analysis of queuosine and 2-thio tRNA modifications by high throughput sequencing

**DOI:** 10.1093/nar/gkac517

**Published:** 2022-06-17

**Authors:** Christopher D Katanski, Christopher P Watkins, Wen Zhang, Matthew Reyer, Samuel Miller, Tao Pan

## Abstract

Queuosine (Q) is a conserved tRNA modification at the wobble anticodon position of tRNAs that read the codons of amino acids Tyr, His, Asn, and Asp. Q-modification in tRNA plays important roles in the regulation of translation efficiency and fidelity. Queuosine tRNA modification is synthesized *de novo* in bacteria, whereas in mammals the substrate for Q-modification in tRNA is queuine, the catabolic product of the Q-base of gut bacteria. This gut microbiome dependent tRNA modification may play pivotal roles in translational regulation in different cellular contexts, but extensive studies of Q-modification biology are hindered by the lack of high throughput sequencing methods for its detection and quantitation. Here, we describe a periodate-treatment method that enables single base resolution profiling of Q-modification in tRNAs by Nextgen sequencing from biological RNA samples. Periodate oxidizes the Q-base, which results in specific deletion signatures in the RNA-seq data. Unexpectedly, we found that periodate-treatment also enables the detection of several 2-thio-modifications including τm^5^s^2^U, mcm^5^s^2^U, cmnm^5^s^2^U, and s^2^C by sequencing in human and *E. coli* tRNA. We term this method **p**eriodate-dependent **a**nalysis of **q**ueuosine and **s**ulfur modification sequencing (PAQS-seq). We assess Q- and 2-thio-modifications at the tRNA isodecoder level, and 2-thio modification changes in stress response. PAQS-seq should be widely applicable in the biological studies of Q- and 2-thio-modifications in mammalian and microbial tRNAs.

## INTRODUCTION

Among the ∼50 modifications in human RNA, queuosine (Q) is unique in that it requires a gut microbial and diet dependent metabolite for its installation. Q is a 7-deaza-7-aminomethyl-cyclopentenediol derivative that replaces the unmodified guanine at the wobble anticodon position (34 in tRNA nomenclature) of Tyr, His, Asn, and Asp tRNAs (1). Bacteria synthesize Q-modified tRNAs in an 8-step *de novo* biosynthesis pathway (2). In mammals, Q-modified tRNAs are derived from scavenging the queuine nucleobase, a catabolic product of the Q-modified tRNA in gut microbiome or diet. In humans, G34 is replaced with queuine, in these 4 tRNAs, by the heterodimeric enzyme guanine-tRNA transglycosylase (TGT) (3).

Although Q-modification in tRNA is not essential for life (for example, germ-free mice can have a normal life in the laboratory with a full synthetic diet lacking queuine (4)), Q34 is known to enhance decoding speed, tune decoding accuracy in translation, and modulate tRNA fragment biogenesis (5–9). In mammals, gut availability of queuine affects virulence of resident gut microbes (10) and modulates cancer growth (11,12). Q-modification levels in tRNA are especially high in human brain tissues (13) and queuine also plays a role in resistance to cancer metabolism (11) and neuronal damage (14). Since queuine must be scavenged from the gut and Q-tRNA modification is directly involved in protein biosynthesis, queuine and Q-tRNA modification present a clear connection between the gut microbiome and host proteostasis.

Currently, the methods of detecting and quantifying Q-modification in tRNA include radioactive guanine exchange, liquid chromatography-mass spectrometry (LC/MS), acryloylaminophenyl boronic acid (APB) or acid denaturing gel electrophoresis (15–17). Guanine exchange is only useful to quantify the total Q levels in all tRNAs. LC/MS can precisely analyze Q-modification in tRNAs, but it is difficult to apply it to tRNA isodecoders at a large scale. Gel electrophoresis methods can quantify Q-modification in individual tRNAs, but still requires micrograms of total RNA and is done for one tRNA species at a time. Neither LC/MS nor gels have sufficient resolution for the studies of tRNA isodecoders in mammals, which are tRNA sequences that share the same anticodon but differ in the body of the tRNA.

Thio-modifications are also widespread in mammalian and bacterial tRNAs (18). They include direct substitutions of the oxygen atom with sulfur at either the 2- (2-thio, s^2^) of C/U or 4- (4-thio, s^4^) position of U, and at 2-position of A (2-methylthio-isopentenyl-A, ms^2^i^6^A). In human tRNAs, the s^2^ modification occurs in the wobble anticodon uridine (U34) of several tRNAs. In *E. coli* tRNAs, the s^2^ modification occurs in the wobble anticodon uridines of several tRNAs, as well as position 32 of cytosine (s^2^C32) in the anticodon loop of several other tRNAs; furthermore, many *E. coli* tRNAs also contain the s^4^U modification at position 8 between the acceptor and D stem. The anticodon s^2^U34 modifications are generally, but not always accompanied by additional modifications at C5, and the thio-modification plays a crucial role in decoding efficiency of C- versus U-ending codons of Gln, Glu, Lys and AGY codons of Arg (19). The s^2^C32 modification plays a role in selective decoding of Arg codons (20). The s^4^U8 modification is a UV sensor that initiates UV response in *E. coli* (21).

Nextgen sequencing has become a versatile tool to study many RNA modifications. The modifications themselves, or derivatives from various chemical or enzymatic treatments, can result in distinctive signatures of base misincorporations (mutations), deletion, insertions, or stop in the RNA-seq data (22–24)—all caused by how reverse transcriptase reads the unique chemical structure of modification. To our knowledge, Q-modification does not readily leave a detectable signature in standard RNA-seq procedures, despite the large chemical moiety attached to the 7-position of the Q-base.

Here, we report that periodate treatment of the total RNA sample before reverse transcription produces new and quantitative sequencing signature of Q-modification in tRNA at single base resolution. It is well established that periodate can oxidize the *cis*-diol in the Q-base (Figure 1A). We found that upon mapping of the high throughput sequencing data to the respective reference tRNA, periodate-treated tRNAs show base skipping (deletion) at the Q-modified nucleotide. Q-modification levels can be semi-quantified using a calibration established with tRNAs without Q-modification (0Q) and full Q-modification (100Q). Unexpectedly, we also found that periodate treatment generates a strong sequencing signature for 2-thio tRNA modifications. Thus periodate treatment of modifications enables the investigations of both Q and 2-thio tRNA modifications.

**Figure 1.**
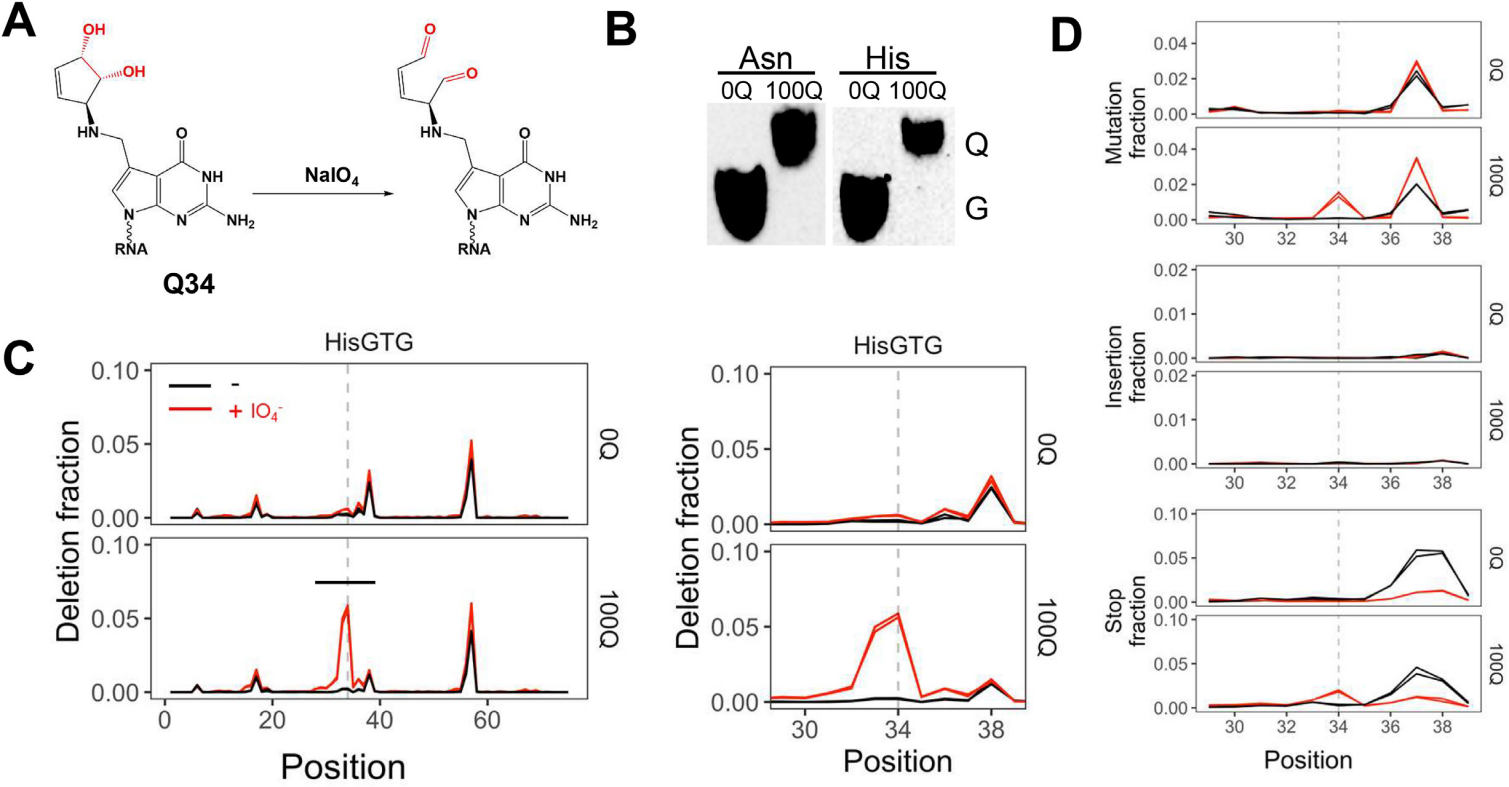
Q-modification in tRNA generates deletion signature after periodate treatment. (**A**) Chemical structure of the Q-base and its proposed periodate oxidized form. (**B**) Northern blot of APB gel showing the tRNA^Asn^ and tRNA^His^ Q-levels in 0Q and 100Q samples used in sequencing. (**C**) Deletion fraction of tRNA^His^, in 0Q and 100Q samples, ±periodate. Expanded view in the region of ±5 nt to Q34 residue (dashed line). The biological replicates are overlaid in each graph. Only the most abundant tRNA^His^ isodecoder is shown. A known modification that also produces deletion signature is m^1^G at position 37. (**D**) Same samples and legend as panel C showing mutation, insertion, and stop fractions in the region of ±5 nt to Q34 residue.

## MATERIALS AND METHODS

### HEK293T cell growth

HEK293T cells were cultured with complete DMEM medium under normal conditions. 0Q HEK293T cells were obtained by culturing the cells with dialyzed FBS for certain passages, and 100Q HEK293T cells were obtained by treating 0Q cells with 1 μM queuine for 24 h (8). Briefly, HEK293T cells were grown in complete DMEM medium (Cytiva Hyclone SH30022.01) with 10% dialyzed FBS (Thermo Fisher Scientific 26400044) and 1% Penicillin-Streptomycin (Thermo Fisher Scientific 15070063) to 80% confluency and passaged. TRIzol reagent (Thermo Fisher Scientific 15596026) was used to extract total RNAs at each passage by following the manufacturer's manual. Q levels in tRNA^His/Asn^ were constantly examined at each passage by APB gel based Northern blot. Q modification fractions of tRNA^His/Asn^ dropped to below detection after ∼10 passages, these cells are designated as 0Q. 100Q cells were obtained by culturing 0Q cells to 60–80% confluency followed by incubation with 1 μM queuine for 24 h.

### Northern blot of APB gels

Northern blots were performed as previously described (12). Three μg of total RNA was added to each microcentrifuge tube and diluted to 9 μl with H_2_O. 1 μl of 1M Tris–HCl (pH 9.0) was added to the tube with mixing followed by incubation at 37°C for 30 min to deacylate tRNAs. 10 μl 2× RNA loading dye (8 M urea, 0.1 M EDTA, 0.05% Bromophenol blue, 0.05% Xylene cyanol) were added to each tube. All samples were loaded to a pre-run hand-cast 10% denaturing PAGE gel containing 0.5% (g/ml) Acrylamidophenylboronic acid (APB). The gel was run at 18W for ∼2–3 h until the xylene cyanol band was ∼1–2 cm to the bottom in the 4°C cold room using 1× TAE buffer. The gel area containing the target tRNAs was saved and the slightly larger sized Hybond-XL membrane (GE Healthcare, RPN303S) was put on top of the gel to take the gel out of the plate with caution. Dry RNA transfer was then performed using a gel dryer (Bio-Rad, 1651745) for 4 h at 80°C. The gel and membrane were separated by soaking in distilled water. The RNA was crosslinked to the membrane by UV for two times (254 nm, 1200 mJ). The membrane was then blocked for 30 minutes twice with hybridization buffer (20 mM phosphate, pH 7, 300 mM NaCl, 1% SDS) at room temperature. The membrane was incubated with 50 ml 3 pmol/ml biotinylated tRNA probes for 16 h at 60°C in the UVP Hybridizer Oven (Analytik Jena 95-0030-01) followed by washing with 50 ml washing buffer (20 mM phosphate, pH 7, 300 mM NaCl, 2 mM EDTA, and 0.1% SDS) for 30 min twice in the UVP Hybridizer Oven. The membrane was then incubated with streptavidin-HRP conjugate (Genscript M00091) in 30 ml hybridization buffer (1:5000–1:10 000 dilution) for 30 min at room temperature followed by three washes for 5 min each in 25 ml washing buffer. The membrane was then transferred to plastic wrap with the RNA-side facing up. Peroxidase detection reagent 1 and 2 (Bio-Rad 1705061) were mixed (0.1 ml per 1 cm^2^ membrane) and applied to the top of the membrane by pipetting. The membrane was incubated with the reagent mixture for 5 min under dark. The membrane was then transferred to a new plastic wrap to remove extra detection reagent. The membrane was scanned using the ChemiDoc imaging system (Bio-Rad) and the data was analyzed using ImageLab.

The oligonucleotide probe sequences were: tRNA^His^: 5′-biotin-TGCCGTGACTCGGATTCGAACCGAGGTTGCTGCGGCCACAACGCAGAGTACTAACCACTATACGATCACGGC; tRNA^Asn^: 5′-biotin-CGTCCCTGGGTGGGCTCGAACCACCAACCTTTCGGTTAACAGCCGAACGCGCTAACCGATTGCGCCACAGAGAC.

### *E. coli* growth and RNA extraction

*E. coli* MG1655 cells were grown in LB to a *A*_600_ of 0.4 before subjecting to the stress conditions. Cells were harvested by centrifuging 25 ml culture for 1 min at 12 000 rcf and decanting media. Mock treated cells, 25 ml, were left to grow for 10 min. Iron depletion stress was done by adding to 25 ml cells 2,2′-dipyridl (DIP) to 250 μM final concentration for 10 min. Hydrogen peroxide stress was done by adding H_2_O_2_ to 25 ml cells to a final concentration of 0.5% for 10 min. Glucose phosphate stress was done by adding to 25 ml cells α-methyl glucoside-6-phosphate (αMG) to a final concentration of 1 mM for 10 min. Cells were resuspended in 0.5 mL ice cold lysis buffer (150 mM KCl, 2 mM EDTA, 20 mM HEPES pH 7.5) then flash frozen in liquid nitrogen. RNA was extracted by a hot acid-phenol protocol. Briefly, 0.5 ml of acid-buffer phenol (pH 4.5 citrate) was added to frozen samples. Samples were incubated in a heat block with shaking at 50°C for 30 min. The aqueous phase was extracted for another round of phenol extraction and two rounds of chloroform extraction before ultimately precipitating with glycoblue, 300 mM sodium acetate, and 3 volumes of ethanol. Samples were incubated for 1 hour at -80°C, then centrifuged at maximum speed (20k RCF) for 45 min to pellet RNA. Pellets were washed twice with 70% ethanol, then resuspended in water.

### Periodate treatment

#### One-pot deacylation and β-elimination for tRNA charging

For RNA that was periodate treated, up to 500 ng of total RNA in 7 μl was used for optional one-pot beta-elimination prior to library construction. To start, 1 μl of 90 mM sodium acetate buffer, pH 4.8 was added to 7 μl input RNA. Next, 1 μl of freshly prepared 150 mM sodium periodate solution was added for a reaction condition of 16 mM NaIO_4_, 10 mM NaOAc pH 4.8. Periodate oxidation proceeded for 30 min at room temperature. Oxidation was quenched with addition of 1 μl of 0.6 M ribose to 60 mM final concentration and incubated for 5 min. Next 5 μl of freshly prepared 100 mM sodium tetraborate, pH 9.5 was added for a final concentration of 33 mM. This mixture was incubated for 30 min at 45°C. To stop β-elimination and perform 3′ end repair, 5 μl of T4 PNK mix (200 mM Tris–HCl pH 6.8, 40 mM MgCl_2_, 4 U/μl T4 PNK, from New England Biolabs) was added to the reaction, and incubated at 37°C for 20 min. T4 PNK was heat inactivated by incubating at 65°C for 10 min. This 20 μl reaction mixture can be used directly in the first bar-code ligation by adding 30 μl of a ligation master mix described below.

#### Standard tRNA deacylation

For RNA that was not periodate treated, total RNA was prepared for library construction by first deacylating in a solution of 100 mM Tris–HCl, pH 9.0 at 37°C for 30 min, then neutralized by addition of sodium acetate, pH 4.8 to a final concentration of 180 mM. Deacylated RNA was then ethanol precipitated and resuspended in water or desalted using a Zymo Research Oligo Clean-and-Concentrator spin column.

#### On-bead periodate treatment

During library preparation (described below), RNA samples that underwent standard tRNA deacylation were treated with periodate when immobilized on streptavidin beads. Beads were resuspended in final concentration of 50 mM NaIO_4_, 0.1 M NaOAc/HOAc, pH 5, then incubated at room temperature for 30 min. Reaction was quenched with 10 μl 1 M ribose for 5 min. Beads were washed twice with high salt wash buffer.

### Sequencing library preparation

Libraries were prepared as described in multiplex small RNA sequencing (MSR-seq) paper (25). Briefly, after deacylation, tRNAs were ligated to a biotinylated hairpin oligo with a barcode and Illumina sequencing primer binding sites. Samples were incubated overnight at 16°C in a 50 μl ligation solution with the following final concentration: 15% PEG 8000, 1× NEB T4 RNA ligase I buffer, 50 μM ATP, 5% DMSO, 1 mM hexaamine cobalt (III) chloride, 0.8 μM barcode ligation oligo, and 1 U/μl NEB T4 RNA ligase I. After overnight ligation, 50 μl of 100 mM EDTA were added to each sample to inactivate the ligase. The samples were then combined and 8 μl of ThermoFisher Streptavidin MyOne C1 Dynabeads per sample were added to the combined samples. The biotinylated samples were allowed to bind the beads for 15 min. After binding, the beads were magnetized, the supernatant was removed, and the samples were washed once with a high salt Tween wash buffer (1 M NaCl, 0.1% Tween 20, and 20 mM Tris–HCl, pH 7.4) and once with low salt wash buffer (100 mM NaCl, 20 mM Tris–HCl, pH 7.4). The RT reaction was done with Superscript IV at 55°C for 10 min, then further incubated at 37°C overnight. Beads were then resuspended into 50 μl of RNase H master mix containing 0.4 U/μl RNase H (NEB) and 1× NEB RNase H buffer and incubated at 37°C for 15 min, then washed. Unextended hairpin-oligo was blocked by addition of 10 μl of 250 mM freshly prepared sodium periodate, 0.5 M sodium acetate, pH 5 were added to the RNase H digested sample and incubated at room temperature for 30 min. Afterwards, ribose was added to a final concentration of 167 mM to quench excess periodate at room temperature for 5 min. Beads were resuspended into 50 μl of a ligation master mix with the following components: 2 U/μl T4 RNA ligase I (NEB), 1x NEB T4 RNA ligase I buffer, 2 μM second ligation oligo, 25% PEG 8000, 50 μM ATP, 7.5% DMSO and 1 mM hexaamine cobalt chloride. After incubation at room temperature overnight (>12 h), the reaction was diluted with 50 μl water to reduce viscosity, washed once with high salt wash buffer and once with low salt wash buffer, and then resuspended in water. These beads were used as template for PCR reaction to make libraries for sequencing.

### Calibration samples

The queuosine calibration samples were mixed using a combination of 0% queuosine (queuosine-depleted) HEK total RNA and 100% queuosine (queuosine-abundant) HEK total RNA to a final volume of 10 μl. (Queuosine modification levels were quantified by Northern blot.) The calibration samples ranged from 0% queuosine to 100% queuosine in 10% intervals.

*S*amples on beads from the barcode ligation and multiplexing above were resuspended in 40 μl of deionized, autoclaved water and 10 μl of a 0.25 M NaIO_4_, 0.5 M NaOAc/HOAc, pH 5 (final concentration: 50 mM NaIO_4_, 0.1 M NaOAc/HOAc, pH 5) were added. The reaction proceeded at room temperature for 30 minutes and was quenched by addition of 10 μl of 1 M ribose for 5 min. After quenching, the samples were washed as stated in the Barcode ligation and multiplexing section.

### Reverse transcriptase screen

Libraries were prepared as above with standard deacylation conditions for three replicates of 100Q samples, however each sample was used in two different ligation reactions with different barcodes. After ligation, samples were pooled into two groups, differing only by the barcode used for each replicate. One group was further treated with periodate on bead as described above, while the other was not treated. Next all samples were combined – use of 6 barcodes allows differentiation of the three samples with periodate treatment and the three without. This combined mixture was used for further library construction. Before reverse transcription, the sample was divided into six aliquots, each used for reverse transcription with a different RT enzyme. The enzymes used were AffinityScript (Agilent 600105), HIV-RT (Worthington Biochemical Corporation, LS05003), MuMLV (NEB M0253L), RevertAid (ThermoFisher EP0441), SuperScript III (ThermoFisher 18080093), and SuperScript IV (ThermoFisher 11756050). Each RT product was kept separate for the remainder of library construction and PCR amplified with a different index for sequencing.

### Data analysis

Libraries were sequenced on Illumina Hi-Seq or NEXT-seq platform. First, paired end reads were split by barcode sequence using Je demultiplex with options BPOS = BOTH BM = READ_1 LEN = 4:6 FORCE = true C = false ^6^. BM and LEN options were adjusted for samples with a 3 nt barcode instead of 4, and for samples where the barcode is located in read 2. Barcode sequences are available on Github at https://github.com/ckatanski/Q_paper. Next read 2 files were used to map with bowtie2 (26) with the following parameters: -q -p 10 –local —no-unal. Reads were mapped to curated list of non-redundant tRNA genes with tRNAScane score >40 for respective organisms (human and *E. coli*). Bowtie2 output sam files were converted to bam files, then sorted using samtools. Next IGV was used to collapse reads into 1 nt window. IGV output.wig files were reformatted using custom python scripts (available on GitHub at https://github.com/ckatanski/Q_paper). The bowtie2 output Sam files were also used as input for a custom python script using PySam, a python wrapper for SAMTools (27) to sum all reads that mapped to each gene. Data was visualized with custom R scripts (available on GitHub at https://github.com/ckatanski/Q_paper). ‘Reads per million’ normalization was calculated by dividing the number or reads mapped to a specific gene by the total number of tRNA-mapped reads in that sample, and scaling by a factor of 1 000 000. Unless otherwise stated, analysis was limited to genes and positions with read coverage >100 reads. For presentation, the position value of each tRNA gene was adjusted to match canonical tRNA numbering (anticodon in positions 34, 35, 36). For calibration curve, Origin was used to fit linear or semiology line of best fit using least squares regression and calculated *r*^2^ statistics. Comparing change in this modifications during stress, an unpaired two-sided Wilcox test (Mann–Whitney): ns indicates a *P*-values >0.05, * <0.05, ** <0.01, *** <0.001.

## RESULTS AND DISCUSSION

### Periodate treatment produces deletion signatures for Q-modification in sequencing

Periodate is known to oxidize *cis*-diol groups into aldehydes. Periodate oxidation can be used to study tRNA aminoacylation levels by chromatography, microarrays, or sequencing (e.g. (28–30)). The Q-base has a *cis*-diol group that is a known substrate for periodate oxidation, a common reaction used to confirm the presence of Q-modification in APB gel electrophoresis (15,17). In our tRNA-seq procedure to measure tRNA charging levels, periodate treatment is a pre-requisite step in the sequencing library construction before reverse transcription (30,31). Using total RNA from HEK293T cells (Figure 1B) that are either completely devoid of tRNA Q-modification (0Q, (8)) or fully modified with Q (100Q), we found unexpectedly that tRNA^His^ from 100Q cells produced deletion in the high throughput sequencing data at the Q34 nucleotide at ∼5% level only in the periodate treated, but not in the untreated sample (Figure 1C). 

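HEK293T is a cell line derived from human embryonic kidney. For each Q state, RNA from 2 biological replicates was sequenced with and without periodate treatment, which gives 8 libraries. The authors deposited, for each library, the number of reads showing A, C, G, T, a deletion or an insertion at every position of each tRNA reference, and the number of reads mapped to each tRNA gene. The counts were not normalized. Between 3711290 and 9312559 reads were counted per library, with a median of 5739956.5. From these counts, the deletion fraction was taken as the reads with a deletion over the reads with an aligned base or a deletion at that position, and the mutation fraction as the reads with another base than the reference over the same total. Only positions covered by more than 100 reads were used, and positions were numbered so that the wobble nucleotide is 34. Sequencing reads amplified by PCR are not independent molecules, so every confidence interval and detection floor given for these data covers counting error only.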

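The reference for tRNA His is chr1.trna111, on chromosome 1, whose bases 29 to 39 read GCGTTGTGGCC. Its position 34 was covered by 13141 to 31593 reads per library. In 100Q cells, the deletion fraction there was 5.20% ± 0.12 (SD, n = 2) with periodate and 0.222% ± 0.019 (SD, n = 2) without, a 23.4-fold difference. Both treated libraries lay above both untreated ones. An exact two-sided permutation test on 2 libraries against 2 gave p = 0.33, the smallest p that this design allows. Of the other settings tried, adding the deletions at position 33 to those at 34 moved the treated value most, to 9.45%.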

The signature is absent in 0Q cells. 

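In 0Q cells, the deletion fraction at position 34 of tRNA His was 0.570% ± 0.057 (SD, n = 2) with periodate and 0.196% ± 0.072 (SD, n = 2) without. Both treated 0Q libraries lay above both untreated ones, by 0.375 percentage points on average, which is larger than the spread between replicates. The treated 100Q libraries had a deletion fraction 9.12-fold higher than the treated 0Q libraries.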

The periodate-dependent deletion signature of the Q nucleotide in sequencing is the most pronounced among the other signatures analyzed such as misincorporation of bases (mutation), addition of extra bases (insertion), or the location of the 5′ end of the sequencing products (stop; Figure 1D).

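The signatures at position 34 of tRNA His were compared as the mean of the treated minus the mean of the untreated 100Q libraries. The deletion fraction differed by 4.98 percentage points, the mutation fraction by 1.23 points and the stop signature by 1.55 points, while the insertion fraction fell by 0.0127 points. The stop signature is the value the authors deposited, which is 1 minus the coverage at a position over the coverage at the next position on the 3′ side. Across the 8 Q-modified tRNAs, deletion showed the largest of the 4 changes in 6. The exceptions were tRNA Tyr, where mutation changed by 0.839 points against 0.681 points for deletion, and mt-tRNA Asp, where the stop signature changed by 4.02 points against 3.35 points.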

To further evaluate how a fully Q-modified nucleotide only results in a ∼5% deletion signature, we explored how different reverse transcriptases (RT) interact with periodate-oxidized-queuosine. Among six different RT enzymes tested, the Q-associated, periodate-dependent signature from mutation, deletion, or stops are highly idiosyncratic (Supplementary Figure S1A). Each enzyme leaves a distinct misincorporation signature composed of different fractions of mutations, deletions, insertions, and stops (Supplementary Figure S1B). The deletion fraction generated by the RT used in this work, SuperScript IV (SSIV), produced the most robust signal among the RTs tested.

A total of eight tRNAs in human cells can be modified with Q. The nucleus-encoded tRNA^His^ and tRNA^Asn^ are modified with Q, whereas tRNA^Tyr^ and tRNA^Asp^ are further modified to galactosyl-Q and mannosyl-Q, respectively (32,33). In addition, the mitochondria-encoded tRNAs for these same 4 amino acids are also modified with Q (34). We first examined the deletion signatures for other Q-modified tRNAs. 

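For each of the 8 tRNAs, the deletion fraction at position 34 was higher in both treated 100Q libraries than in both treated 0Q libraries, with folds between 1.51 and 14.8. It was also higher in both treated than in both untreated 100Q libraries for 8 of 8 tRNAs, with folds between 6.36 and 112. In 0Q cells, the treated libraries lay above the untreated ones for 8 of 8 tRNAs as well, with folds between 1.66 and 6.12. Without periodate, both 0Q libraries lay above both 100Q libraries for 5 of the 8 tRNAs. Coverage of position 34 was lowest for mt-tRNA Asp, at 1344 to 3623 reads per library, and highest for tRNA Tyr, at 129879 to 234014 reads.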

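The reference taken for tRNA Asn is chr1.trna26, on chromosome 1, with bases 29 to 39 CGGCTGTTAAC and 48025 to 91870 reads per library at position 34. With periodate, 12.5% ± 1.3 (SD, n = 2) of the reads from 100Q cells and 0.847% ± 0.0090 (SD, n = 2) of those from 0Q cells had a deletion at position 34. Without periodate, the deletion fraction was 0.190% ± 0.038 (SD, n = 2) in 100Q cells and 0.192% ± 0.013 (SD, n = 2) in 0Q cells. The Q states differed 14.8-fold after periodate, and treated and untreated 100Q libraries differed 66.0-fold. The difference of 11.7 percentage points between Q states exceeds the spread between replicates.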

The cytosolic tRNA^Asn^ displayed a relatively high deletion fraction of ∼13% at the Q34 position that is Q-modification and periodate-dependent (Figure 2A). 

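Among the mitochondrial tRNAs of 100Q cells, the deletion fraction at position 34 with periodate was 20.9% ± 1.0 (SD, n = 2) for mt-tRNA Asn and 10.8% ± 0.11 (SD, n = 2) for mt-tRNA His. It was 8.41% ± 0.18 (SD, n = 2) for mt-tRNA Tyr and 3.41% ± 0.41 (SD, n = 2) for mt-tRNA Asp. The treated 0Q libraries had 2.67% for mt-tRNA Asn, 5.11% for mt-tRNA His, 5.57% for mt-tRNA Tyr and 0.974% for mt-tRNA Asp. Untreated 100Q libraries had 0.879%, 1.69%, 1.22% and 0.0635% in the same order. The smallest fold between Q states after periodate was the 1.51-fold difference in mt-tRNA Tyr, whose 2.84 percentage points still exceed the spread between replicates.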

All four mitochondrial tRNAs show deletion signatures in the same manner at the Q-modified nucleotide as well, ranging from ∼4% in mt-tRNA^Asp^ to ∼20% to mt-tRNA^Asn^ (Figure 2B–E). These results confirm that Q-modified nucleotide can indeed be detected using periodate-treated RNA-seq libraries.

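Counted over single tRNAs, 8 of 8 rose with periodate in 100Q cells and 8 of 8 were higher in 100Q than in 0Q cells after periodate, although no comparison of 2 libraries against 2 can by itself reach p = 0.05 in an exact test. From the dependence of the deletion on both periodate and Q, the paper concludes that Q-modified nucleotides are detected in libraries made from periodate-treated RNA.

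**Figure D1:**
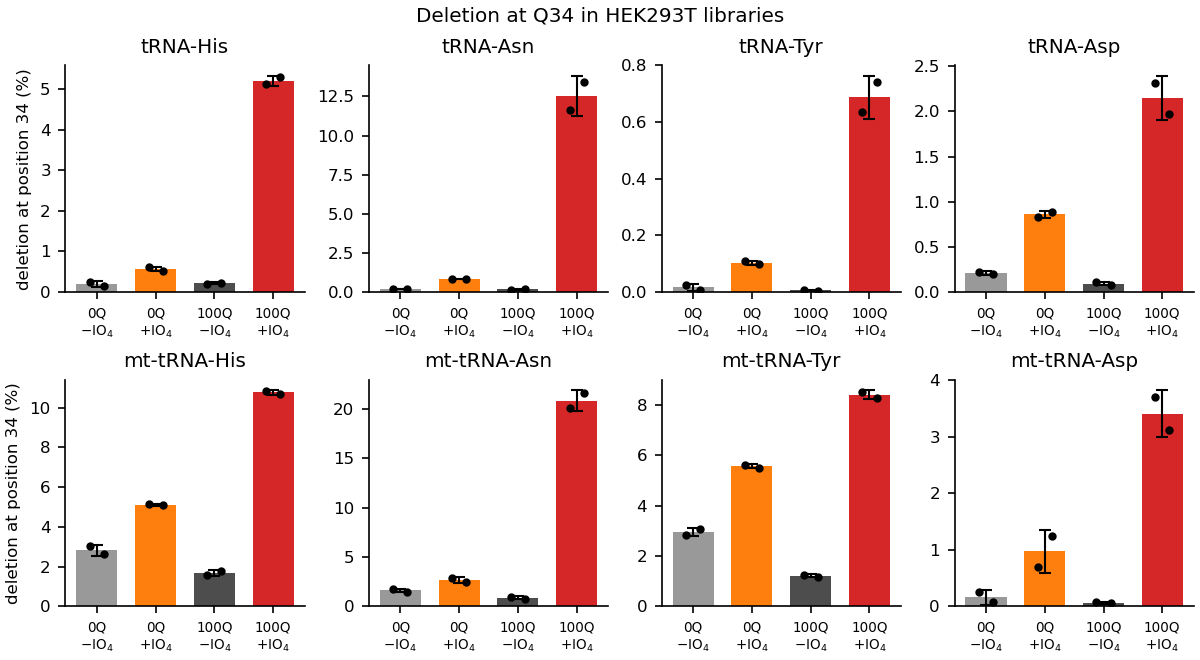
Deletion fraction at position 34, in percent, of the 8 Q-modified human tRNAs in 0Q and 100Q cells with and without periodate. Bars are means of 2 biological replicates, error bars are SD and points are single libraries; means of treated 100Q libraries range from 0.687% for tRNA Tyr to 20.9% for mt-tRNA Asn.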

**Figure 2.**
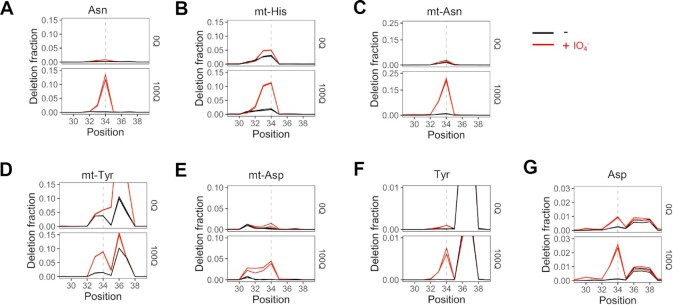
Periodate-treatment dependent deletion signatures in other tRNAs containing Q or glycoQ modifications. Shown are regions ±5 nt to the Q34 residue (dashed line) in each tRNA. Biological replicates are overlaid in each graph. For nucleus-encoded tRNAs, only the most abundant isodecoder for Asn/Tyr/Asp is shown. All residue numbers are according to the standard tRNA nomenclature, i.e. the wobble anticodon nucleotide is at position 34. (**A**) tRNA^Asn^, (**B**) Mitochondria-encoded tRNA^His^. (**C**) Mitochondria-encoded tRNA^Asn^. (**D**) Mitochondria-encoded tRNA^Tyr^. A known modification that also produces deletion signature is ms^2^i^6^A at position 37. (**E**) Mitochondria-encoded tRNA^Asp^. (**F**) tRNA^Tyr^. A known modification that also produces deletion signature is m^1^G at position 37. (**G**) tRNA^Asp^. The periodate-independent deletion signature at positive 37 is unknown.

Why does oxidized Q-base induce a deletion signature in the reverse transcriptase (RT) reaction in the sequencing library construction? Q-base affects anticodon-codon pairing through altering anticodon loop geometry and increasing its rigidity (35–37). *In vitro* studies of codon-anticodon complexes show a 3-fold increase in stabilization of Q–U pairings over G-U, while pairings with C were destabilized (35). The 5-member ring of the Q-base is located in the major groove of the RNA-DNA hydrid in the active site of reverse transcriptase. Periodate oxidation opens the ring which may lead to increased flexibility and steric occupancy of the oxidized moiety in the major groove, thereby inducing the RT to skip the oxidized Q nucleotide. However, the deletion fraction has a strong dependence on the context of the Q-modified nucleotide (Supplementary Figure S1C–E). 

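Among the 5 tRNAs with C at position 32, the mean deletion fraction at position 34 in treated 100Q cells ran from 0.687% to 20.9%, with a median of 8.41%. The 3 tRNAs with U at position 32 ran from 3.41% to 10.8%, with a median of 5.20%. The 2 ranges overlap, and the group with C32 includes tRNA Tyr and tRNA Asp, whose Q carries a sugar.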

One empirical factor is the nucleotide sequences immediately upstream of the Q34 residue. tRNA^Asn^ has an upstream C32 (5′GGCUQUU) and a high deletion fraction, whereas tRNA^His^ has an upstream U32 (5′CGUUQUG) and a low deletion fraction. 

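In the deposited references, bases 30 to 36 read GGCTGTT for tRNA Asn and CGTTGTG for tRNA His. With periodate and 100Q RNA, the deletion was spread differently along the tRNAs. Position 33 had a deletion in 2.47% ± 0.22 (SD, n = 2) of reads for tRNA Asn, and in 4.21% ± 0.19 (SD, n = 2) for tRNA His.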

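In the references of the mitochondrial tRNAs, bases 30 to 36 are AGCTGTT for mt-tRNA Asn and GATTGTG for mt-tRNA His. In treated 100Q cells, the deletion fraction at position 33 was 7.86% ± 0.24 (SD, n = 2) for mt-tRNA Asn and 9.65% ± 0.12 (SD, n = 2) for mt-tRNA His. Summed over positions 33 and 34, it came to 28.7% and 19.7%.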

Mitochondrial mt-tRNA^Asn^ (5′AGCUGUU) has C32 and mt-tRNA^His^ (5′GAUUGUG) has U32 which again is consistent with the observed high and low deletion fraction for these two tRNAs. Mitochondrial mt-tRNA^Asp^ (5′CUUUGUC) has U32 and U31 which may correlate with the observed deletion signature spanning four nucleotides (Figure 2E). Furthermore, other modifications near the Q34 nucleotide may also generate additional context dependence of our results. 

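In treated 100Q cells, the deletion fraction of mt-tRNA Asp was 2.07% ± 0.44 (SD, n = 2) at position 31 and 1.78% ± 0.77 (SD, n = 2) at position 32. It was 2.06% ± 0.49 (SD, n = 2) at position 33, and 0.0900% ± 0.053 (SD, n = 2) at position 35.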

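Position 36 of mt-tRNA Tyr, next to ms2i6A37, had a deletion in 9.01% ± 0.19 (SD, n = 2) of reads in untreated and 15.1% ± 0.063 (SD, n = 2) in treated 100Q cells. The corresponding 0Q values were 9.21% ± 0.47 (SD, n = 2) and 34.4% ± 0.099 (SD, n = 2). The mutation fraction at position 37 was 28.3% ± 0.55 (SD, n = 2) in treated 100Q cells and 17.8% ± 0.68 (SD, n = 2) in treated 0Q cells. The difference between Q states at both positions exceeds the spread between replicates.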

For example, mt-tRNA^Tyr^ (5′GACUGUA) could have a high deletion fraction, but this may be obscured by the ms^2^i^6^A37 modification that has a much larger deletion signature with and without periodate treatment (Figure 2D).

The glyco-Q modified tRNAs do not significantly react with the boronic acid derivative to cause a gel shift like the Q-modified tRNAs. However, both galactose and mannose can form a small proportion of furanose tautomer that contain *cis*-diol in equilibrium with their major pyranose tautomer (38). Our 100Q sample is known to have nearly stoichiometric amount of glycosylated Q-modification as measured by a combination of APB and acid denaturing gel electrophoresis (12). We found that both nucleus-encoded tRNA^Tyr^ and tRNA^Asp^ also display deletion signatures using periodate treatment in our sequencing (Figure 2F, G), albeit the deletion fraction was only ∼0.5% or 2% for tRNA^Tyr^ and tRNA^Asp^, which are substantially lower than Q-modified tRNAs. 

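With periodate and 100Q RNA, the deletion fraction at position 34 was 0.687% ± 0.075 (SD, n = 2) for tRNA Tyr and 2.15% ± 0.24 (SD, n = 2) for tRNA Asp. Treated 0Q libraries had 0.104% ± 0.0063 (SD, n = 2) for tRNA Tyr and 0.864% ± 0.038 (SD, n = 2) for tRNA Asp, so the folds between Q states were 6.63 and 2.49. Without periodate, 100Q libraries had 0.00614% for tRNA Tyr and 0.0945% for tRNA Asp. The references are chr14.trna16 for tRNA Tyr and chr1.trna69 for tRNA Asp.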

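The deletion background was taken from the untreated libraries. Of 16174 reference positions with enough coverage, 13694, or 84.7%, had a deletion fraction under 0.1%, and the median was 0.0%. At position 34 of the 8 Q-modified tRNAs, the untreated fraction was under 0.1% for 1 tRNA in 0Q cells, where it ran from 0.0169% to 2.95%. In 100Q cells it was under 0.1% for 3 tRNAs and ran from 0.00614% to 1.69%. Requiring a coverage over 1000 reads removes none of the 8 tRNAs from any of the 8 libraries.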

Since the deletion background in our sequencing is <0.1%, these low deletion fractions are still useful in detecting glyco-Q modifications, especially in tRNA sequencing where the coverage at the glyco-Q nucleotides can easily reach >1000. The differences in the deletion fraction among tRNA^Tyr^ and tRNA^Asp^ may be related to the periodate reacted product of galQ and manQ, both tRNAs have C32 in their upstream sequences (tRNA^Tyr^ 5′GACUGUA, tRNA^Asp^ 5′GCCUGUC).

### Deletion fraction can be used to quantify Q-modification levels

An important application to use sequencing to study Q-modification is the potential ability to quantify Q-modification fraction in any biological sample, which enables simultaneous assessment of transcriptome-wide tRNA properties associated with Q-modification. To assess whether the deletion signature can be used to quantify Q-levels, we systematically mixed two biological samples of 0Q and 100Q HEK293T cells at varying ratios between 0 and 100% and performed sequencing reactions after periodate treatment. 

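The calibration set holds 11 libraries, a single one for each proportion of 100Q RNA from 0% to 100% in steps of 10%, all treated with 50 mM periodate on beads. The authors deposited the same kinds of counts as for the libraries of 0Q and 100Q cells. Between 6677144 and 15305498 reads were counted per library, with a median of 11793335. There are no replicates, so each deletion fraction is given with a Wilson 95% confidence interval. Least squares lines were fitted to the log2 of the deletion fraction and to the fraction itself against the percent of 100Q RNA, and slopes were tested by permuting the pairing of fraction and percent 100000 times, two-sided. The libraries fall into 2 groups by their signatures at other positions. Over 528 positions, the median absolute step on the logit scale was 0.156 between the 50% and 60% libraries, and between 0.0571 and 0.0824 for every other pair of neighbours. Fits are therefore also given within the 6 libraries of 0% to 50% and the 5 libraries of 60% to 100%.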

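At position 34 of tRNA His, the deletion fraction was 0.689% (Wilson 95% interval 0.634–0.749%) in the 0% library and 3.92% (3.69–4.16%) in the 100% library, a 5.69-fold difference. It rose at 9 of the 10 steps between neighbouring libraries. For tRNA Asn, it was 1.34% (1.28–1.40%) at 0% and 9.41% (9.09–9.75%) at 100%, a 7.03-fold difference, and it rose at 10 of 10 steps. Pearson's r between percent of 100Q RNA and log2 of the deletion fraction was 0.981 for tRNA His and 0.993 for tRNA Asn, and Spearman's rho was 0.991 and 1.0. Each had a permutation p of 1e-05, the smallest the resamples can give, or 2e-05 for r after Benjamini-Hochberg adjustment over the 8 Q-modified tRNAs. Without the 0% and 100% libraries, r was 0.968 and 0.997. Of the other 6 tRNAs, tRNA Asp (r = -0.061, p = 0.861, adjusted p = 0.861) and mt-tRNA Asp (r = 0.324, p = 0.325, adjusted p = 0.371) showed no detectable relation by the same permutation test.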

As expected, the deletion fraction at the Q34 position for tRNA^His^ and tRNA^Asn^ steadily increases between the mixture with increasing proportion of 100Q RNA (Figure 3A, B). Changes in the deletion fraction has a better fit with an exponential dependence of Q-modification fraction (r^2^ = 0.964, 0.985, Figure 3C) than linear fits (*r*^2^ = 0.901, 0.923, Supplementary Figure S2). 

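The fit of log2 y = a + bx gave a = -7.04, b = 0.0228 (standard error 0.0015) and r2 = 0.963 for tRNA His. For tRNA Asn it gave a = -6.0, b = 0.0253 (standard error 0.0010) and r2 = 0.985. The linear fit gave r2 = 0.902 for tRNA His and 0.924 for tRNA Asn. The first r2 is computed on the log2 scale and the second on the linear scale. When the log2 fit is scored on the linear scale as well, its r2 is 0.978 and 0.993. Within the libraries of 0% to 50%, the linear r2 was above the log2 r2 for both tRNAs, at 0.836 against 0.799 for tRNA His and 0.981 against 0.932 for tRNA Asn. Within the libraries of 60% to 100%, the log2 r2 was above the linear one, at 0.974 against 0.972 and 0.998 against 0.975.

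**Figure D2:**
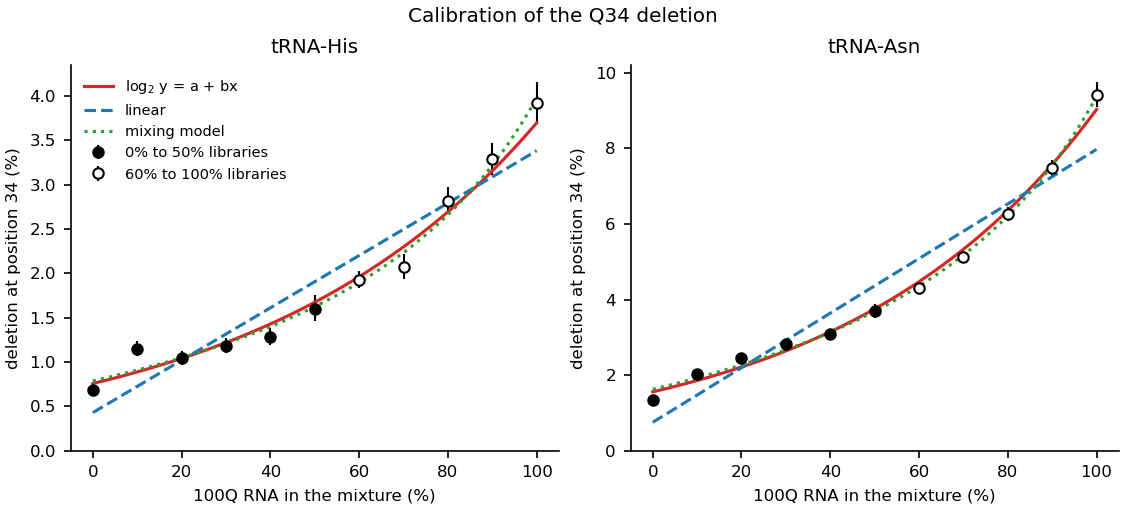
Deletion fraction at position 34, in percent, of tRNA His and tRNA Asn against the percent of 100Q RNA in 11 calibration libraries. Points are single libraries with Wilson 95% intervals, filled for 0% to 50% and open for 60% to 100%, and lines are the log2 fit, the linear fit and a mixing curve; the last point is at 3.92% for tRNA His and 9.41% for tRNA Asn.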

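A mixing curve was fitted in which the unmodified and the Q-modified tRNA each have their own deletion fraction and Q34 tRNA yields e times as many reads as G34 tRNA. Its r2 on the linear scale was 0.987 with e = 0.356 for tRNA His, and 0.997 with e = 0.363 for tRNA Asn. The curve has 1 parameter more than the other fits. In the reads counted per tRNA gene, the 4 nucleus-encoded Q-modified tRNA families fell by a median of 0.61 on the log2 scale along a line fitted from 0% to 100%, against a median change of 0.04 in the other nucleus-encoded families. The 4 mitochondrial Q-modified families rose by a median of 0.72, against 0.98 in the other mitochondrial families. The percent of 100Q RNA and the group of libraries cannot be told apart in this comparison. For the non-linear relation, the paper proposes as a possible explanation that periodate-treated Q34 tRNA is reverse transcribed less efficiently than G34 tRNA. The yield of cDNA with the deletion would then be skewed at low Q levels.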

A non-linear fit can be explained by Q34 tRNA being reverse transcribed less efficiently than unmodified (G34) tRNA upon periodate treatment. Because only up to 20% of Q34 tRNA produces deletion, the quantitative production of the deletion-containing cDNA is skewed when the Q-level is low. Similar results have been observed for other modifications that reduce the RT efficiency such as N1-methyl-A (m^1^A) compared to unmodified RNA (39,40).

**Figure 3.**
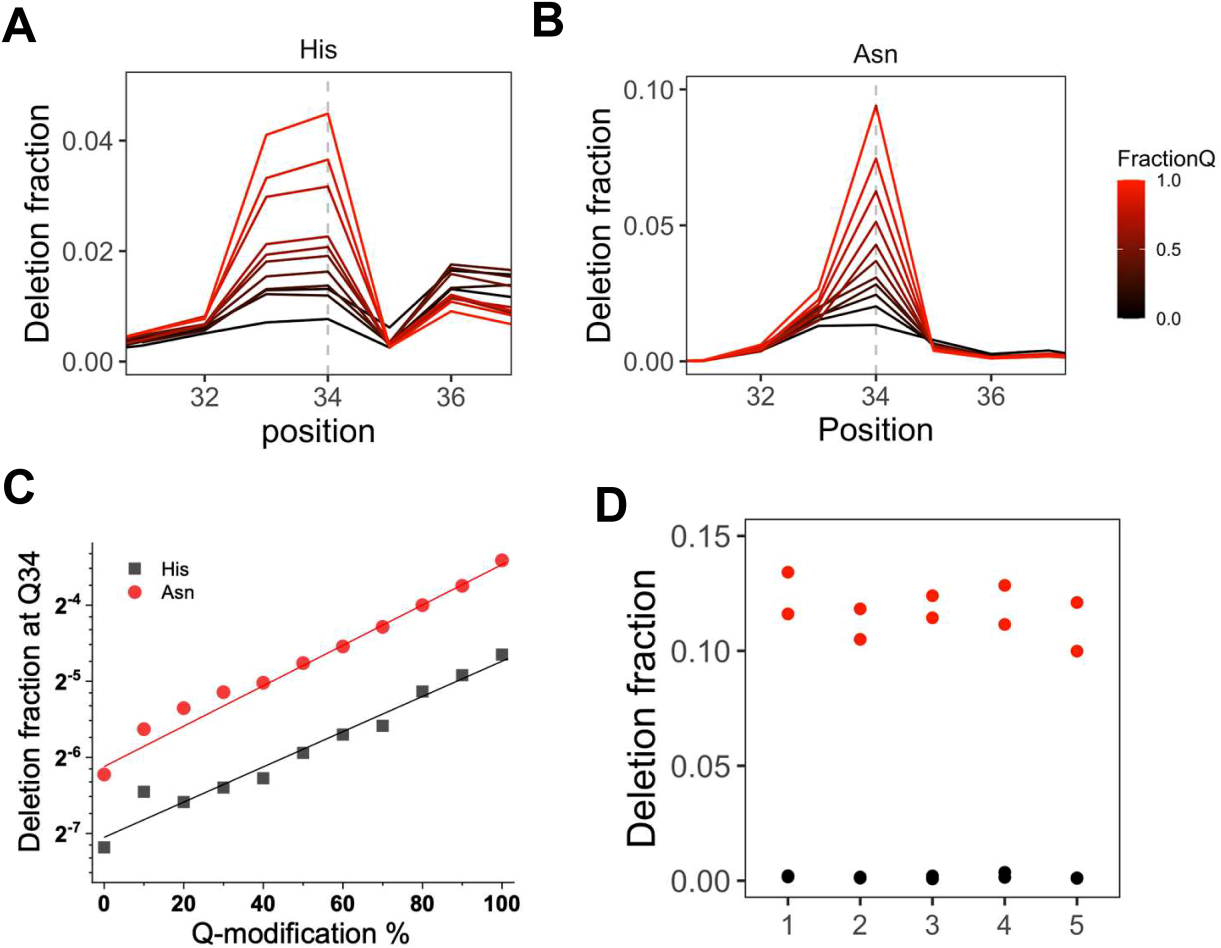
Quantitative assessment of Q-modification levels in tRNA^His^ and tRNA^Asn^. Shown are regions ±3 nt to the Q34 residue (dashed line) in each tRNA. (**A**) Overlay of deletion fraction for tRNA^His^ of the 11 samples that are pre-mixed with proportions of 0Q and 100Q RNAs. (**B**) Overlay of deletion fraction for tRNA^Asn^ of the 11 samples that are pre-mixed with proportions of 0Q and 100Q RNAs. (**C**) The deletion fraction at Q34 can be fit to the equation log_2_*y* = *a* + *bx*, where *a* is the intercept and *b* is the slope. The tRNA^His^ curve has a fit of *a* = –7.0, *b* = 0.023 and *r*^2^ = 0.964. The tRNA^Asn^ curve has a fit of *a* = –6.0, *b* = 0.025, and *r*^2^ = 0.985. (**D**) Isodecoder Q levels of the top 5 expressed tRNA^Asn^.

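The slope of the log2 ratio of the tRNA Asn to the tRNA His deletion fraction on the percent of 100Q RNA was 0.00248 per percent (standard error 0.0012, two-sided permutation p = 0.0721). That ratio rose from 1.94 in the 0% library to 2.40 in the 100% library. Within the libraries of 0% to 50%, b was 0.0193 for tRNA His (exact permutation p = 0.0111) and 0.0267 for tRNA Asn (exact permutation p = 0.00278, the smallest that 6 libraries allow). Within the libraries of 60% to 100%, b was 0.0271 and 0.0280, each with an exact permutation p of 0.0167, the smallest that 5 libraries allow. The difference between the slopes was 0.00745 (exact permutation p = 0.119) in the first group and 0.000934 (exact permutation p = 0.733) in the second. With the deletions at positions 33 and 34 summed, the difference changed direction, to -0.00298 (permutation p = 0.0531). With only aligned bases in the denominator, the difference over all 11 libraries was larger and its permutation p was under 0.05.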

Interestingly, both tRNA^His^ and tRNA^Asn^ show a very similar slope in the Q-level calibration curve (Figure 3C). This result is consistent with the absolute deletion fraction being dependent on the sequence context of Q34 in individual tRNAs, but the changing Q-levels respond the same way to the RT reaction.

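In the 8 libraries of 0Q and 100Q cells, the 5 tRNA Asn isodecoders of Supplementary Figure S1 held 97.8% to 98.7% of the reads counted on tRNA Asn genes. In treated 100Q cells, chr1.trna107 held 44.1% ± 0.38 (SD, n = 2), chr1.trna26 39.3% ± 0.28 (SD, n = 2), chr1.trna47 9.83% ± 0.024 (SD, n = 2), chr1.trna136 2.90% ± 0.057 (SD, n = 2) and chr1.trna103 1.75% ± 0.10 (SD, n = 2). The most abundant tRNA His isodecoder, chr1.trna111, held 92.3% to 97.4% of the reads counted on tRNA His genes. In the calibration libraries, the shares were 92.1% to 98.2% for the 5 tRNA Asn isodecoders and 95.3% to 97.4% for the tRNA His isodecoder.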

Five tRNA^Asn^ isodecoders comprise >95% of total tRNA^Asn^ (Figure 3D), whereas a single tRNA^His^ isodecoder comprises >99% of total tRNA^His^ in our HEK293T RNA samples. Examination of the deletion fraction of the five tRNA^Asn^ isodecoders in 100Q samples show nearly identical deletion rates, indicating all are modified at the same level, which is consistent with the identical sequence in the 11 nucleotide window around the Q34 residue (Supplementary Figure S1B).

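In treated 100Q cells, the deletion fraction at position 34 was 12.5% for chr1.trna26, 12.0% ± 1.2 (SD, n = 2) for chr1.trna136, 11.9% ± 0.67 (SD, n = 2) for chr1.trna47, 11.1% ± 0.95 (SD, n = 2) for chr1.trna107 and 10.9% ± 1.5 (SD, n = 2) for chr1.trna103. The range of these means is close to the spread between replicates. The isodecoders were measured in the same libraries, so a part of that spread is shared and small differences between them are not excluded. The lowest coverage behind them was 2351 reads, for chr1.trna103.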

### Periodate treatment also produces sequencing signatures in 2-thio-modifications

Periodate is also known to oxidize sulfides and thiol groups (41–43) which could alter the sequencing signatures of thio modifications in tRNA. Thio modifications in human tRNAs are primarily 2-thio (s^2^), which substitutes the oxygen atom with a sulfur at the 2-position of uridine (Figure 4A). The 2-thio modification is in the minor groove of the DNA–RNA hybrid in the active site of the reverse transcriptase. 2-thio oxidation may alter the proof-reading mechanism of the RT, resulting in detectable signatures in RNA sequencing.

**Figure 4.**
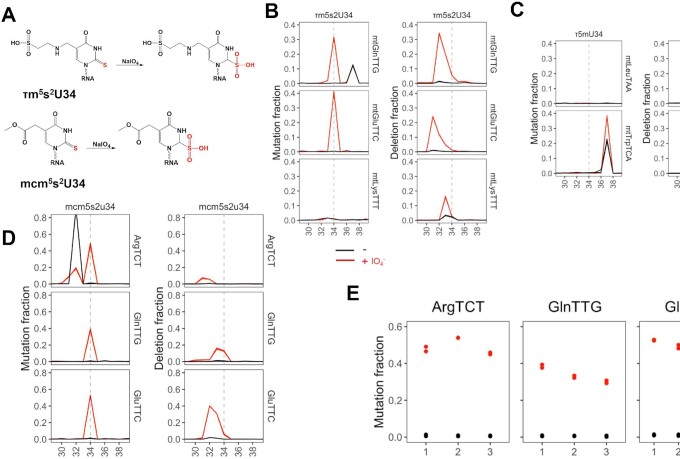
Periodate-treatment dependent analysis of 2-thio tRNA modifications. All residue numbers are according to the standard tRNA nomenclature, i.e. the wobble anticodon nucleotide is at position 34. (**A**) Chemical structure of the 2-thio-modifications and their proposed periodate oxidized forms. Shown in (B–D) are mutation and deletion signatures in regions ±5 nt to the relevant residue (dashed line) in each human tRNA, 0Q samples with (red) and without (black) periodate treatment. Biological replicates are overlaid in each graph. (**B**) Mitochondrial tRNA^Gln^, tRNA^Glu^, and tRNA^Lys^ known to contain 5-taurinomethy-2-thio-U (τm^5^s^2^U) at wobble anticodon position. (**C**) Mitochondrial tRNA^Leu^(TAA), and tRNA^Trp^ known to contain 5-taurinomethy-U (τm^5^U) at wobble anticodon position. (**D**) Nucleus-encoded tRNAs known to contain 5-methoxycarbonylmethyl-2-thio-U (mcm^5^s^2^U)34. A known modification that also produces signatures is m^3^C at position 32 for tRNA^Arg^(TCT). (**E**) mcm^5^s^2^U34 mutation rates and abundance for isodecoders of tRNA^Arg^(TTC), tRNA^Gln^(TTG) and tRNA^Glu^(TTC) with and without periodate treatment.

In mitochondria-encoded tRNAs, the s^2^U-modification is present in the wobble anticodon position of tRNA^Gln^, tRNA^Glu^ and tRNA^Lys^ in the context of 5-taurinomethyl-2-thiouridine (τm^5^s^2^U, (34)). 

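Mutation and deletion fractions around position 34 were computed from the same 8 libraries of 0Q and 100Q cells, with 4 treated libraries set against 4 untreated ones. Exact two-sided permutation tests were used, for which p = 0.029 is the smallest possible value. These tests ignore that treated and untreated libraries come from the same 4 RNA samples. Only 8 splits part the libraries of every RNA sample, so a test that keeps this pairing cannot reach 0.05. Over the 135 comparisons made for 9 tRNAs, this p becomes 0.046 after Benjamini-Hochberg adjustment. For mt-tRNA Gln, the mutation fraction at position 34 was 31.5% ± 0.25 (SD, n = 4) with and 0.305% ± 0.093 (SD, n = 4) without periodate. For mt-tRNA Glu, it was 40.8% ± 0.41 (SD, n = 4) with and 0.486% ± 0.052 (SD, n = 4) without. The deletion fraction of mt-tRNA Gln was 32.9% with and 1.21% without periodate at position 32, and 19.4% and 0.571% at position 33. For mt-tRNA Glu, it was 23.4% and 1.14% at position 31, and 11.3% and 0.638% at position 32. Each of these differences had an exact permutation p of 0.029 with n = 4 per group. Counting only aligned bases in the denominator moved the mutation fraction of mt-tRNA Gln with periodate most, to 33.3%. In treated libraries, 100Q minus 0Q was 0.260 percentage points for mt-tRNA Gln and -0.629 points for mt-tRNA Glu.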

We found a strong mutation signature for mt-tRNA^Gln^ and mt-tRNA^Glu^ at the modified nucleotide that are also accompanied with a strong double deletion signature 1-2 nucleotides upstream from the modified nucleotide that are periodate-dependent but not Q-dependent, as expected (Figure 4B, Supplementary Figure S3A). 

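For mt-tRNA Lys, the deletion fraction at position 33 was 14.9% with and 2.88% without periodate (exact permutation p = 0.029, n = 4 per group, adjusted p = 0.046). The mutation fraction at position 34 was 0.924% ± 0.19 (SD, n = 4) with and 0.614% ± 0.22 (SD, n = 4) without periodate. That difference was not distinguishable from the spread between libraries (exact permutation p = 0.114, n = 4 per group, adjusted p = 0.149).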

Mitochondrial tRNA^Lys^ shows periodate-dependent deletion consistent with a 2-thio modification but no mutation (Figure 4B, Supplementary Figure S3A). This result may be derived from the unique sequence and/or other modifications around the 5-methyltaurine modified nucleotide. Among the τm^5^s^2^U34 modified tRNAs, only mt-tRNA^Lys^ has a N6-threonylcarbamoyladenosine (t^6^A) modification at position 37 (34), which may influence obtaining a mutation signature in the RT reaction. Another possibility is that the mt-tRNA^Lys^ in our specific sample (total RNA from HEK293T cells) may not contain a 2-thio modification at the U34 position.

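In mt-tRNA Leu(TAA), the mutation fraction at position 34 was 0.299% ± 0.040 (SD, n = 4) with and 0.134% ± 0.088 (SD, n = 4) without periodate (exact permutation p = 0.0571, adjusted p = 0.0847). The deletion fraction there was 0.371% with and 0.505% without (exact permutation p = 0.114, adjusted p = 0.149). In mt-tRNA Trp, the mutation fraction at position 34 was 0.255% with and 0.380% without periodate (exact permutation p = 0.0857, adjusted p = 0.117). The deletion fraction was 0.381% ± 0.058 (SD, n = 4) with and 0.0992% ± 0.070 (SD, n = 4) without (exact permutation p = 0.029, adjusted p = 0.046). The last difference, of 0.282 percentage points, is the only one of these 4 with an adjusted p under 0.05.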

Importantly, the two mitochondrial tRNAs that have 5-methyltaurine, but no 2-thio modification, mt-tRNA^Leu^(TAA) and mt-tRNA^Trp^ (34), do not show periodate-dependent mutation or deletion signature at the τm^5^U position (Figure 4C), which lends support that the periodate-dependent mutation and deletion in mt-tRNA^Gln^ and mt-tRNA^Glu^ are indeed derived from the 2-thio modification. Unexpectedly, strong, periodate-dependent mutation and deletion signatures are present in mt-tRNA^Trp^ that corresponds to the known ms^2^i^6^A37 in this tRNA. 

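At position 37 of mt-tRNA Trp, the mutation fraction was 37.9% with and 22.5% without periodate, and the deletion fraction was 20.9% with and 3.58% without. At position 36, the deletion fraction was 25.5% with and 5.48% without. All 4 treated libraries lay above all 4 untreated ones in each case (exact permutation p = 0.029).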

The sulfur atom in ms^2^i^6^A may also be subject to the thio-modification, which likely contributes to the periodate-dependent signatures in sequencing.

In nucleus-encoded tRNAs, the s^2^-modification is present in the wobble anticodon position of tRNA^Arg^(TCT), tRNA^Gln^(TTG) and tRNA^Glu^(TTC) in the context of 5-(carboxy)methylaminomethyl-2-thiouridine (mnm^5^s^2^U34). Indeed, we found a strong mutation signature right at the modified nucleotide for all three tRNAs in both 0Q and 100Q cells that is periodate-dependent, but not Q-dependent (Figure 4D, Supplementary Figure S3B). 

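At position 34, the mutation fraction with periodate was 48.8% ± 1.3 (SD, n = 4) for tRNA Arg(TCT), 37.9% ± 1.0 (SD, n = 4) for tRNA Gln(TTG) and 52.3% ± 0.23 (SD, n = 4) for tRNA Glu(TTC). Without periodate, it was 0.744% ± 0.46, 0.438% ± 0.25 and 0.954% ± 0.35 (SD, n = 4 each). For the 3 nucleus-encoded tRNAs and the 2 mitochondrial tRNAs that carry 2-thiouridine and show this mutation, 5 of 5 had all treated libraries above all untreated ones (exact permutation p = 0.029 each). Since these 5 were picked for showing the mutation, the count is no test across all tRNAs with 2-thiouridine. It leaves out mt-tRNA Lys, which had no detectable rise. The count also leaves out nucleus-encoded tRNA Lys(TTT), which the paper does not list with these 3. Its mutation fraction at position 34 was lower with than without periodate. In treated libraries, the difference of 100Q minus 0Q ran from -1.08 to 0.670 percentage points over these 5 tRNAs, and the 2 libraries of one Q state lay apart from those of the other in 2 of the 5. The paper takes these data as a sign that periodate treatment can detect mnm5s2U34. It adds that the size of the signatures likely depends on neighboring sequence and other modifications.

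**Figure D3:**
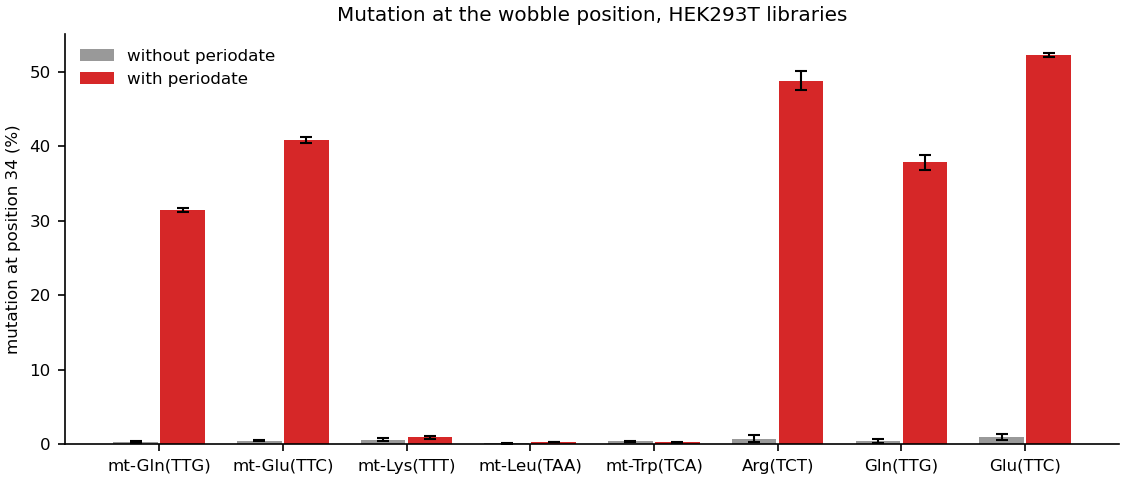
Mutation fraction at position 34, in percent, of 8 human tRNAs with and without periodate. Bars are means of 4 libraries (2 from 0Q and 2 from 100Q cells) and error bars are SD; the 5 tRNAs with 2-thiouridine and a mutation signature lie between 31.5% and 52.3% with periodate, and mt-tRNA Lys is at 0.924%.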

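The 2 largest deletion fractions near the wobble nucleotide were, for tRNA Arg(TCT), 6.96% with and 0.356% without periodate at position 31, and 5.43% and 0.585% at position 32. For tRNA Gln(TTG), they were 13.0% and 0.382% at position 33, and 12.5% and 0.337% at position 34. For tRNA Glu(TTC), they were 39.4% and 1.5% at position 32, and 30.4% and 1.17% at position 33. In each case all 4 treated libraries lay above all 4 untreated ones.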

A double deletion signature is also present on or upstream of the modified nucleotide depending on the tRNA species. These results indicate that periodate treatment is capable of detecting mnm^5^s^2^U34 modifications, although the absolute mutation and deletion signatures likely depend on the context of the neighboring sequences and other modifications.

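In treated 0Q cells, the reads counted on tRNA Arg(TCT) genes belonged to chr1.trna9 (73.6% ± 0.97, SD, n = 2), chr11.trna3 (15.1% ± 0.38) and chr17.trna4 (10.4% ± 0.60). Those on tRNA Gln(TTG) genes belonged to chr6.trna130 (44.4% ± 0.081), chr17.trna16 (32.3% ± 0.16) and chr6.trna64 (23.3% ± 0.25). For tRNA Glu(TTC), chr13.trna5 held 39.1% ± 0.94, chr13.trna3 31.9% ± 0.98, chr1.trna134 27.5% ± 0.021 and chr1.trna5 1.21% ± 0.044 of the reads (SD, n = 2).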

We compared the mutation signatures for the abundant tRNA^Arg^(TCT), tRNA^Gln^(TTG) and tRNA^Glu^(TTC) isodecoders in our samples (Figure 4E, Supplementary Figure S3C). 

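For tRNA Arg(TCT), the mean mutation fraction at position 34 of treated 0Q libraries ran from 46.2% to 54.7% over 3 isodecoders, a 1.18-fold range, and it ran 1.20-fold in treated 100Q libraries. For tRNA Gln(TTG), it ran from 29.3% to 38.4% over 3 isodecoders in 0Q cells, a 1.31-fold range, and 1.21-fold in 100Q cells. The isodecoders of each of these tRNAs share a single sequence of bases 29 to 39, which is GGACTTCTAAT for tRNA Arg(TCT) and GGACTTTGAAT for tRNA Gln(TTG).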

Among the isodecoders of tRNA^Arg^(TCT) and tRNA^Gln^(TTG), the mutation rates are comparable to each other despite the variations of their abundances. This result may be expected as the sequence differences of these isodecoders are all outside of the ±5 nucleotide window of the modification (Supplementary Figure S4). A ∼2.5-fold difference was observed among the tRNA^Glu^(TTC) isodecoders. This difference, however, may be attributed to the substantial sequence or other modification difference between these isodecoders within the ±5 nucleotide window of the thio-modification (Supplementary Figure S4), rather than a biological difference of the mnm^5^s^2^U34 modification fraction.

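For tRNA Glu(TTC), the mutation fraction at position 34 was 52.4% ± 0.16 (SD, n = 2) for chr13.trna5 and 49.1% ± 1.4 (SD, n = 2) for chr13.trna3 in treated 0Q cells. It was 27.3% ± 2.1 (SD, n = 2) for chr1.trna5 and 22.9% ± 0.28 (SD, n = 2) for chr1.trna134. By sequence, the reference chr1.trna5 is the isodecoder that the paper's supplement names c1t134, and chr1.trna134 is the one it names c1t5. The highest was 2.29-fold above the lowest in 0Q cells and 2.16-fold in 100Q cells. Bases 29 to 39 read TGGTTTTCACC in the references on chromosome 13 and GCGCTTTCACC in those on chromosome 1, with 3 differences. The deletion fraction at position 34 ran the other way, from 5.82% for chr13.trna5 to 35.0% for chr1.trna134. With only aligned bases in the denominator, the fold between isodecoders was 1.67 in 0Q and 1.54 in 100Q cells.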

### Thio-modifications in *E. coli* and in stress response

2-Thio modifications are also present in *E. coli* tRNAs (Figure 5A). 

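*E. coli* tRNA was sequenced in a single library with periodate and a single library without. The authors deposited base counts per position and reads per tRNA gene, as for the human libraries. The treated library held 8862971 counted reads and the untreated one 5739324. Without replicates, each value is given with its Wilson 95% interval. The mutation fraction at position 34 of tRNA Gln(TTG) was 29.4% (29.1–29.8%) with periodate, from 74700 reads, and 0.318% (0.282–0.359%) without, from 82131 reads. For tRNA Glu(TTC), it was 13.6% (13.4–13.8%) with periodate, from 143129 reads, and 0.254% (0.230–0.280%) without, from 150542 reads. The intervals with and without periodate lie apart for both tRNAs.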

We performed sequencing of *E. coli* tRNA with and without periodate treatment, and found strong, periodate-dependent mutation and deletion signatures for the known 5-carboxymethylaminomethyl-2-thiouridine (cmnm^5^s^2^U) modification at the wobble anticodon position in tRNA^Gln^(TTG) and tRNA^Glu^(TTC) (Figure 5B). 

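In tRNA Gln(TTG), the deletion fraction was 1.36% without and 40.5% with periodate at position 31, 0.742% and 24.2% at position 32, 0.0754% and 9.35% at position 33, and 0.00731% and 0.669% at position 34. In tRNA Glu(TTC), it was 0.0413% and 9.84% at position 33, and 0.0126% and 3.77% at position 34. The intervals lie apart at each of these positions. At position 32 of tRNA Glu(TTC), the deletion fraction with periodate was 0.121% (0.0964–0.151%).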

Again, the mutation is at the modified nucleotide, whereas the deletion is at or immediately upstream of the modification nucleotide.

**Figure 5.**
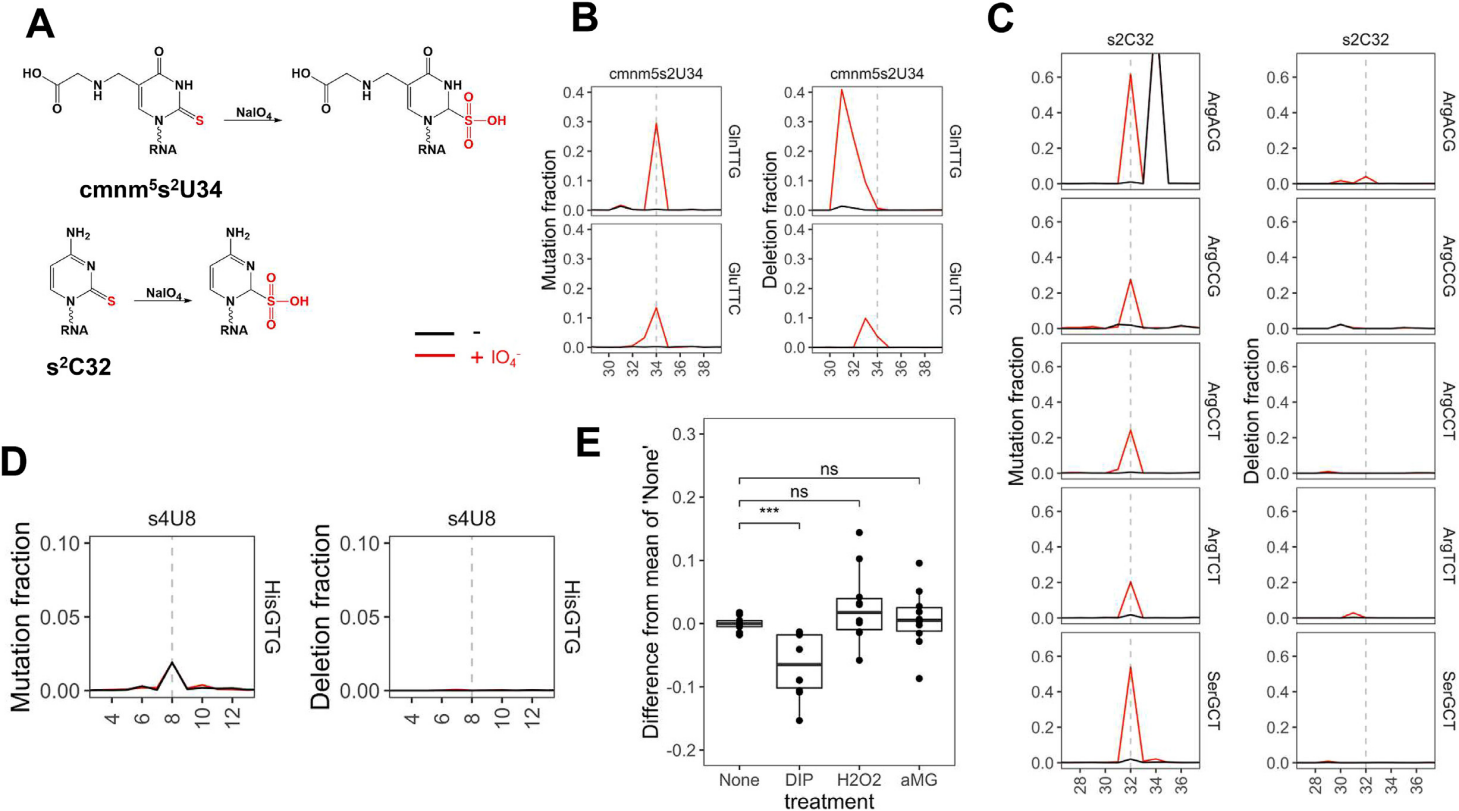
2-thio tRNA modifications in *E. coli* tRNA and response to stress. Shown are mutation and deletion signatures in regions ±5 nt to the relevant residue (dashed line) in each tRNA. (**A**) Chemical structure of the 2-thio-modifications and their proposed periodate oxidized forms. (**B**) tRNA^Gln^(TTG) and tRNA^Glu^(TTC) known to contain 5-carboxymethylaminomethyl-2-thio-U (cmnm^5^s^2^U) 34. (**C**) tRNA^Arg^(ACG), tRNA^Arg^(CCG), tRNA^Arg^(CCT), tRNA^Arg^(TCT), and tRNA^Ser^(GCT) known to contain 2-thio-C (s^2^C) at position 32. A known modification that also produces signatures is I34 in tRNA^Arg^(ACG). (**D**) tRNA^His^ known to contain 4-thio-U (s^4^U) at position 8. (**E**) s^2^C32 response to 2,2′-dipyridyl (DIP), hydrogen peroxide (H_2_O_2_), and methyl α-D-glucopyranoside (αMG), biological replicates are shown in each graph. ***P < 10^–3^, ns: not significant.

*E. coli* tRNA contains 2-thio-C (s^2^C) and 4-thio-U (s^4^U) modifications that are absent in human tRNA. 

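At position 32, the mutation fraction of tRNA Arg(ACG) was 0.943% (Wilson 95% interval 0.879–1.01%) without and 61.2% (60.9–61.5%) with periodate, from 81872 and 77986 reads. It rose from 0.707% (0.194–2.54%) to 26.4% (22.9–30.1%) in tRNA Arg(CCG), which had 283 and 569 reads. It rose from 0.572% (0.431–0.757%) to 24.3% (23.1–25.4%) in tRNA Arg(CCT), from 1.77% (1.49–2.10%) to 20.4% (19.3–21.5%) in tRNA Arg(TCT), and from 2.04% (1.61–2.57%) to 55.7% (54.8–56.6%) in tRNA Ser(GCT). The intervals with and without periodate lie apart for each of the 5 tRNAs. They do not cover variation between libraries. Treated cultures without stress, from a separate experiment, averaged 44.4%, 26.9% (1 culture), 11.0%, 6.21% and 69.1% in the same order. Each of these still lay above the value without periodate.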

We found strong, periodate-dependent mutation for the known s^2^C32 modification in all 5 tRNAs right at the modified nucleotide (Figure 5C). In each case, a low level of deletion was also observed at 1–3 nucleotides upstream of the s^2^C modified nucleotide. 

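With periodate, the highest deletion fraction at positions 29 to 31 was 1.69% at position 30 of tRNA Arg(ACG), 1.52% at position 30 of tRNA Arg(CCG), 1.02% at position 29 of tRNA Arg(CCT), 2.78% at position 31 of tRNA Arg(TCT) and 0.872% at position 29 of tRNA Ser(GCT). Without periodate, the same positions had 0.0205%, 0.372%, 0.157%, 0.245% and 0.123%. For tRNA Arg(CCG), whose 264 treated reads give an interval of 0.591–3.83% that overlaps the untreated one (0.0657–2.08%), no difference was detectable at this depth. The intervals lie apart for the other 4 tRNAs. At position 32 itself, tRNA Arg(ACG) had a deletion in 3.98% of reads with periodate and 0.231% without.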

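At position 8 of *E. coli* tRNA His, the mutation fraction was 1.86% (Wilson 95% interval 1.76–1.96%) without and 1.89% (1.76–2.03%) with periodate, from 75124 and 39780 reads. The deletion fraction there was 0.00133% without and 0.00503% with periodate. Over the 44 *E. coli* references with U at position 8, the median mutation fraction was 1.29% without and 0.917% with periodate, and the 2 libraries differed by less than 1 percentage point for 34 of the 44. The median difference was -0.217 points, in a range of -1.92 to 1.40 points. A limit of 1 point is close to the median fraction, so it says little about relative changes. With intervals apart, the fraction fell from 2.52% to 1.17% in tRNA Asn, from 3.12% to 1.58% in tRNA Val(TAC) and from 2.94% to 1.37% in tRNA Thr(TGT). It rose from 4.10% to 5.33% in tRNA Cys, also with intervals apart. With a single library each, such changes cannot be told apart from variation between libraries. The highest deletion fraction at position 8 with periodate was 1.57%.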

On the other hand, s^4^U modification at position 8 only shows an expected mutation signature (44) that is independent of periodate treatment and no deletion signature (Figure 5D). The 2-thio modification is located in the minor groove, whereas the 4-thio modification is in the major groove of the DNA–RNA hybrid in the active site of RT. These results are consistent with thio-oxidation in the minor groove interfering with the proof-reading activity of reverse transcription.

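*E. coli* was left untreated or exposed to 2,2′-dipyridyl (DIP), H_2_O_2_ or methyl α-D-glucopyranoside (αMG), with 2 cultures per condition, and all 8 libraries were made from periodate-treated RNA. The authors deposited base counts per position and reads per tRNA gene for each culture. The number of reads counted per library was 1281858 and 1904140 without stress, 832294 and 1253213 under DIP, 2234034 and 2389720 under H_2_O_2_, and 2231678 and 2372326 under αMG. Each mutation fraction was expressed as its difference, in percentage points, from the mean of the unstressed cultures for the same tRNA. As in the methods of the paper, values of all tRNAs and cultures were compared with an unpaired two-sided Mann-Whitney statistic, here with exact or permutation p-values and Benjamini-Hochberg adjustment over the 3 stresses. The subtracted mean comes from the unstressed values themselves, so they lie closer to it than stressed values would without any effect. The groups are thus not fully exchangeable, and every p-value of this statistic for the stress libraries may be too small. tRNAs measured in the same culture are not independent either, so the comparison of culture means, 2 against 2, is given as well. It cannot give a p under 0.33.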

To examine the biological response of 2-thio-modifications, we subjected *E. coli* to the 2,2′-dipyridyl (DIP) stress, which chelates Fe^2+^, oxidative stress with H_2_O_2_, or glucose starvation with αMG and performed tRNA-seq of the control and stressed samples. The mutation rates for the cmnm^5^s^2^U34 modified tRNA^Gln^(TTG) and tRNA^Glu^(TTC) did not change under these stress conditions (Supplementary Figure S5). In contrast, the s^2^C32 levels in all tRNAs were reduced in the DIP stress but not in H_2_O_2_ or αMG stress (Figure 5E). 

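At position 34 of tRNA Gln(TTG) and tRNA Glu(TTC), the mean mutation fraction was 19.0% ± 2.4 (SD, n = 2) and 18.0% ± 1.6 (SD, n = 2) without stress. Stressed minus unstressed cultures differed by -1.10 percentage points under DIP (exact permutation p = 0.686, adjusted p = 0.886), 0.202 points under H_2_O_2_ (exact permutation p = 0.686, adjusted p = 0.886) and -0.363 points under αMG (exact permutation p = 0.886, adjusted p = 0.886), with 4 values in each group. These differences are within the spread between cultures. Leaving out tRNA Glu(TTC) changed the direction under H_2_O_2_, to -1.53 points (exact permutation p = 0.667).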

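Under DIP, the mutation fraction at position 32 differed from that without stress by -7.05 percentage points, over 8 values against 9 (exact permutation p = 0.000165, adjusted p = 0.000495). All 8 values lay below the unstressed mean of their tRNA, with a median of -6.49 points. Only 4 tRNAs contribute, since tRNA Arg(CCG) was covered by 100 reads or fewer in both DIP cultures. Its single unstressed value, the ninth, is 0 after its mean is subtracted, and without this tRNA the difference was -7.05 points (exact permutation p = 0.000311). The mutation fraction of tRNA Arg(ACG) was 31.7% ± 3.4 (SD, n = 2) under DIP and 44.4% ± 2.8 (SD, n = 2) without stress, and that of tRNA Ser(GCT) was 59.3% ± 1.2 (SD, n = 2) and 69.1% ± 2.2 (SD, n = 2). For tRNA Arg(CCT) it was 8.05% ± 1.6 (SD, n = 2) and 11.0% ± 0.57 (SD, n = 2), and for tRNA Arg(TCT) 3.41% ± 0.97 (SD, n = 2) and 6.21% ± 2.0 (SD, n = 2). Paired by culture and tRNA, 8 of 8 differences were negative (exact sign-flip permutation p = 0.00781). The difference of culture means was -6.91 points (exact permutation p = 0.33). The setting that moved the difference most was a coverage over 1000 reads, with -9.42 points (exact permutation p = 0.00794). Under H_2_O_2_, the difference was 2.43 points (exact permutation p = 0.156, adjusted p = 0.234), and under αMG -1.01 points (exact permutation p = 0.888, adjusted p = 0.888). The αMG value also lacks tRNA Arg(CCG), which had 96 and 84 reads in these cultures. Without tRNA Arg(ACG), the H_2_O_2_ difference was 4.44 points (exact permutation p = 0.0140), and without tRNA Arg(CCG) 0.220 points (exact permutation p = 0.505). Only tRNA Arg(ACG) had a lower mean under H_2_O_2_, at 38.8%, and its reads up to position 32 may then include those of another molecule. The lack of a detectable difference under H_2_O_2_ therefore depends on this tRNA. Since TtcA, which installs s2C32, holds an iron-sulfur cluster, the paper proposes that chelating iron lowers its activity.

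**Figure D4:**
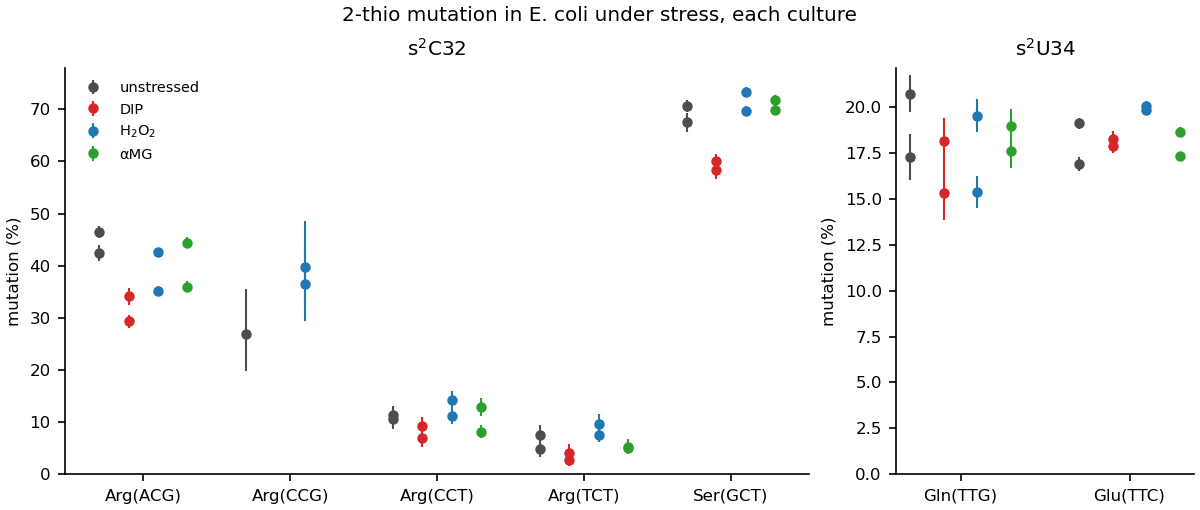
Mutation fraction, in percent, at position 32 of the 5 s2C32 tRNAs and at position 34 of tRNA Gln(TTG) and tRNA Glu(TTC) in *E. coli* without stress and under DIP, H_2_O_2_ and αMG. Points are single cultures with Wilson 95% intervals, shown where coverage was over 100 reads; tRNA Ser(GCT) averages 69.1% without stress and 59.3% under DIP.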

2-Thio-C modification is installed by the enzyme TtcA which contains an iron-sulfur cluster in the active site (45), the s^2^C32 reduction under iron chelation is consistent with a reduction of the TtcA activity. It remains to be determined whether the reduction of s^2^C32 level affects decoding of specific codons (CGN and AGN) read by these modified tRNAs.

## CONCLUDING REMARKS

In summary, we found that periodate treatment of total RNA samples before reverse transcription enables the detection and semi-quantitation of Q-modified tRNAs through periodate-dependent deletion signature in high throughput sequencing. Even though the deletion fractions are not high, the sequencing coverage of tRNA can easily reach hundreds to thousands per nucleotide position so that even glyco-Q34 and mitochondrial Q-modifications can be assessed. Although Q-modification can be precisely quantified using boronate affinity electrophoresis (APB gel) or LC/MS, these methods cannot simultaneously measure the effects of Q-modification on other tRNAs in the cell to study tRNA fragment biogenesis and linkage to the tRNA abundance and modification at the transcriptome level. These previously hidden, Q-modification dependent properties can now be assessed using the PAQS-seq approach.

We also found that periodate treatment of RNA samples enables detection of 2-thio-modifications in tRNA by high throughput sequencing. Like Q-modification, the ability to analyze 2-thio-modifications together with their association with other tRNA properties in the cell should reveal new biological insights on the tRNA transcriptome. At this time, we do not have a calibration curve of 2-thio-modifications for more precise quantitation, although these can be readily obtained upon chemical synthesis of oligonucleotides containing these modifications. Nevertheless, the ability to study these modifications by sequencing when comparing biological samples from different conditions can already examine the biological response involving these modifications. The 2-thio-modification generated mutation fraction in sequencing is sufficiently high to enable its application to identify new modification sites in low abundant mRNAs.

Chemical and enzymatic treatment of RNA samples before RT reaction has proven to be an extremely versatile tool for RNA modification studies (46,47). We now add periodate treatment to this list for the studies of Q and 2-thio-modifications. As periodate treatment is part of the procedure to quantify tRNA charging by sequencing (30,31), Q and 2-thio-modification detection and semi-quantitation are already present in these sequencing data. Both deletion and mutation have low background in the standard sequencing results so that these modifications can be studied at high sensitivity.

## DATA AVAILABILITY

The sequencing data has been deposited to NCBI GEO under the accession number GSE196016.

## Supplementary Material

gkac517_Supplemental_File Click here for additional data file.

## References

[1] Fergus C. , BarnesD., AlqasemM.A., KellyV.P. The queuine micronutrient: charting a course from microbe to man. Nutrients. 2015; 7:2897–2929.2588466110.3390/nu7042897PMC4425180

[2] Hutinet G. , SwarjoM.A., de Crecy-LagardV. Deazaguanine derivatives, examples of crosstalk between RNA and DNA modification pathways. RNA Biol.2017; 14:1175–1184.2793773510.1080/15476286.2016.1265200PMC5699537

[3] Chen Y.C. , KellyV.P., StachuraS.V., GarciaG.A. Characterization of the human tRNA-guanine transglycosylase: confirmation of the heterodimeric subunit structure. RNA. 2010; 16:958–968.2035415410.1261/rna.1997610PMC2856889

[4] Marks T. , FarkasW.R. Effects of a diet deficient in tyrosine and queuine on germfree mice. Biochem. Biophys. Res. Commun.1997; 230:233–237.901675510.1006/bbrc.1996.5768

[5] Dixit S. , KesslerA.C., HendersonJ., PanX., ZhaoR., D’AlmeidaG.S., KulkarniS., RubioM.A.T., HegedusovaE., RossR.L.et al. Dynamic queuosine changes in tRNA couple nutrient levels to codon choice in Trypanosoma brucei. Nucleic Acids Res.2021; 49:12986–12999.3488351210.1093/nar/gkab1204PMC8682783

[6] Meier F. , SuterB., GrosjeanH., KeithG., KubliE. Queuosine modification of the wobble base in tRNAHis influences ‘in vivo’ decoding properties. EMBO J.1985; 4:823–827.298893610.1002/j.1460-2075.1985.tb03704.xPMC554263

[7] Tuorto F. , LegrandC., CirziC., FedericoG., LiebersR., MullerM., Ehrenhofer-MurrayA.E., DittmarG., GroneH.J., LykoF. Queuosine-modified tRNAs confer nutritional control of protein translation. EMBO J.2018; 37:e99777.3009349510.15252/embj.201899777PMC6138434

[8] Wang X. , MatuszekZ., HuangY., ParisienM., DaiQ., ClarkW., SchwartzM.H., PanT. Queuosine modification protects cognate tRNAs against ribonuclease cleavage. RNA. 2018; 24:1305–1313.2997059710.1261/rna.067033.118PMC6140461

[9] Muller M. , LegrandC., TuortoF., KellyV.P., AtlasiY., LykoF., Ehrenhofer-MurrayA.E. Queuine links translational control in eukaryotes to a micronutrient from bacteria. Nucleic Acids Res.2019; 47:3711–3727.3071542310.1093/nar/gkz063PMC6468285

[10] Nagaraja S. , CaiM.W., SunJ., VaretH., SaridL., Trebicz-GeffenM., ShaulovY., MazumdarM., LegendreR., CoppeeJ.Y.et al. Queuine is a nutritional regulator of *Entamoeba histolytica* response to oxidative stress and a virulence attenuator. mBio. 2021; 12:e03549-03520.3368801210.1128/mBio.03549-20PMC8092309

[11] Hayes P. , FergusC., GhanimM., CirziC., BurtnyakL., McGrenaghanC.J., TuortoF., NolanD.P., KellyV.P. Queuine micronutrient deficiency promotes Warburg metabolism and reversal of the mitochondrial ATP synthase in HeLa cells. Nutrients. 2020; 12:871.10.3390/nu12030871PMC714644232213952

[12] Zhang W. , XuR., MatuszekZ., CaiZ., PanT. Detection and quantification of glycosylated queuosine modified tRNAs by acid denaturing and APB gels. RNA. 2020; 26:1291–1298.3243971710.1261/rna.075556.120PMC7430669

[13] Siard T.J. , KatzeJ.R., FarkasW.R. Queuine is incorporated into brain transfer RNA. Neurochem. Res.1989; 14:1159–1164.259414510.1007/BF00965624

[14] Richard P. , KozlowskiL., GuilloritH., GarnierP., McKnightN.C., DanchinA., ManiereX. Queuine, a bacterial-derived hypermodified nucleobase, shows protection in in vitro models of neurodegeneration. PLoS One. 2021; 16:e0253216.3437962710.1371/journal.pone.0253216PMC8357117

[15] Igloi G.L. , KosselH. Affinity electrophoresis for monitoring terminal phosphorylation and the presence of queuosine in RNA. Application of polyacrylamide containing a covalently bound boronic acid. Nucleic Acids Res.1985; 13:6881–6898.241473310.1093/nar/13.19.6881PMC322011

[16] Costa A. , Pais de BarrosJ.P., KeithG., BaranowskiW., DesgresJ. Determination of queuosine derivatives by reverse-phase liquid chromatography for the hypomodification study of Q-bearing tRNAs from various mammal liver cells. J. Chromatogr. B. Analyt. Technol. Biomed. Life Sci.2004; 801:237–247.10.1016/j.jchromb.2003.11.02214751792

[17] Zaborske J.M. , DuMontV.L., WallaceE.W., PanT., AquadroC.F., DrummondD.A. A nutrient-driven tRNA modification alters translational fidelity and genome-wide protein coding across an animal genus. PLoS Biol.2014; 12:e1002015.2548984810.1371/journal.pbio.1002015PMC4260829

[18] Boccaletto P. , StefaniakF., RayA., CappanniniA., MukherjeeS., PurtaE., KurkowskaM., ShirvanizadehN., DestefanisE., GrozaP.et al. MODOMICS: a database of RNA modification pathways. 2021 update. Nucleic Acids Res.2022; 50:D231–D235.3489387310.1093/nar/gkab1083PMC8728126

[19] Johansson M.J.O. , XuF., BystromA.S. Elongator-a tRNA modifying complex that promotes efficient translational decoding. Biochim. Biophys. Acta. Gene. Regul. Mech.2018; 1861:401–408.2917001010.1016/j.bbagrm.2017.11.006

[20] Vangaveti S. , CantaraW.A., SpearsJ.L., DeMirciH., MurphyF.V.t., RanganathanS.V., SarachanK.L., AgrisP.F. A structural basis for restricted codon recognition mediated by 2-thiocytidine in tRNA containing a Wobble position inosine. J. Mol. Biol.2020; 432:913–929.3194537610.1016/j.jmb.2019.12.016PMC7102896

[21] Kramer G.F. , BakerJ.C., AmesB.N. Near-UV stress in *Salmonella typhimurium*: 4-thiouridine in tRNA, ppGpp, and ApppGpp as components of an adaptive response. J. Bacteriol.1988; 170:2344–2351.328310810.1128/jb.170.5.2344-2351.1988PMC211128

[22] Ryvkin P. , LeungY.Y., SilvermanI.M., ChildressM., ValladaresO., DragomirI., GregoryB.D., WangL.S. HAMR: high-throughput annotation of modified ribonucleotides. RNA. 2013; 19:1684–1692.2414984310.1261/rna.036806.112PMC3884653

[23] Motorin Y. , MullerS., Behm-AnsmantI., BranlantC. Identification of modified residues in RNAs by reverse transcription-based methods. Methods Enzymol.2007; 425:21–53.1767307810.1016/S0076-6879(07)25002-5

[24] Clark W.C. , EvansM.E., DominissiniD., ZhengG., PanT. tRNA base methylation identification and quantification via high-throughput sequencing. RNA. 2016; 22:1771–1784.2761358010.1261/rna.056531.116PMC5066629

[25] Watkins C.P. , ZhangW., WylderA.C., KatanskiC.D., PanT. A multiplex platform for small RNA sequencing elucidates multifaceted tRNA stress response and translational regulation. Nat. Commun.2022; 13:2491.3551340710.1038/s41467-022-30261-3PMC9072684

[26] Langmead B. , SalzbergS.L. Fast gapped-read alignment with Bowtie 2. Nat. Methods. 2012; 9:357–359.2238828610.1038/nmeth.1923PMC3322381

[27] Danecek P. , BonfieldJ.K., LiddleJ., MarshallJ., OhanV., PollardM.O., WhitwhamA., KeaneT., McCarthyS.A., DaviesR.M.et al. Twelve years of SAMtools and BCFtools. Gigascience. 2021; 10:giab008.3359086110.1093/gigascience/giab008PMC7931819

[28] Lewis J.A. , AmesB.N. Histidine regulation in Salmonella typhimurium. XI. The percentage of transfer RNA His charged in vivo and its relation to the repression of the histidine operon. J. Mol. Biol.1972; 66:131–142.433918710.1016/s0022-2836(72)80011-1

[29] Dittmar K.A. , SorensenM.A., ElfJ., EhrenbergM., PanT. Selective charging of tRNA isoacceptors induced by amino-acid starvation. EMBO Rep.2005; 6:151–157.1567815710.1038/sj.embor.7400341PMC1299251

[30] Evans M.E. , ClarkW.C., ZhengG., PanT. Determination of tRNA aminoacylation levels by high-throughput sequencing. Nucleic Acids Res.2017; 45:e133.2858648210.1093/nar/gkx514PMC5737633

[31] Behrens A. , RodschinkaG., NedialkovaD.D. High-resolution quantitative profiling of tRNA abundance and modification status in eukaryotes by mim-tRNAseq. Mol. Cell. 2021; 81:1802–1815.3358107710.1016/j.molcel.2021.01.028PMC8062790

[32] Kasai H. , KuchinoY., NiheiK., NishimuraS. Distribution of the modified nucleoside Q and its derivatives in animal and plant transfer RNA’s. Nucleic Acids Res.1975; 2:1931–1939.118735010.1093/nar/2.10.1931PMC343557

[33] Kasai H. , OashiZ., HaradaF., NishimuraS., OppenheimerN.J., CrainP.F., LiehrJ.G., von MindenD.L., McCloskeyJ.A. Structure of the modified nucleoside Q isolated from *Escherichia coli* transfer ribonucleic acid. 7-(4,5-cis-dihydroxy-1-cyclopenten-3-ylaminomethyl)-7-deazaguanosine. Biochemistry. 1975; 14:4198–4208.110194710.1021/bi00690a008

[34] Suzuki T. , YashiroY., KikuchiI., IshigamiY., SaitoH., MatsuzawaI., OkadaS., MitoM., IwasakiS., MaD.et al. Complete chemical structures of human mitochondrial tRNAs. Nat. Commun.2020; 11:4269.3285989010.1038/s41467-020-18068-6PMC7455718

[35] Grosjean H.J. , de HenauS., CrothersD.M. On the physical basis for ambiguity in genetic coding interactions. Proc. Natl. Acad. Sci. U.S.A.1978; 75:610–614.27322310.1073/pnas.75.2.610PMC411305

[36] Morris R.C. , BrownK.G., ElliottM.S. The effect of queuosine on tRNA structure and function. J. Biomol. Struct. Dyn.1999; 16:757–774.1021744810.1080/07391102.1999.10508291

[37] Ehrenhofer-Murray A.E. Cross-talk between Dnmt2-dependent tRNA methylation and queuosine modification. Biomolecules. 2017; 7:E14.2820863210.3390/biom7010014PMC5372726

[38] Wu X. , LiZ., ChenX.X., FosseyJ.S., JamesT.D., JiangY.B. Selective sensing of saccharides using simple boronic acids and their aggregates. Chem. Soc. Rev.2013; 42:8032–8048.2386057610.1039/c3cs60148j

[39] Li X. , XiongX., WangK., WangL., ShuX., MaS., YiC. Transcriptome-wide mapping reveals reversible and dynamic N(1)-methyladenosine methylome. Nat. Chem. Biol.2016; 12:311–316.2686341010.1038/nchembio.2040

[40] Zhou H. , RauchS., DaiQ., CuiX., ZhangZ., NachtergaeleS., SepichC., HeC., DickinsonB.C. Evolution of a reverse transcriptase to map N(1)-methyladenosine in human messenger RNA. Nat. Methods. 2019; 16:1281–1288.3154870510.1038/s41592-019-0550-4PMC6884687

[41] Sochacka E. , KraszewskaK., SochackiM., SobczakM., JanickaM., NawrotB. The 2-thiouridine unit in the RNA strand is desulfured predominantly to 4-pyrimidinone nucleoside under in vitro oxidative stress conditions. Chem. Commun. (Camb.). 2011; 47:4914–4916.2143122410.1039/c1cc10973a

[42] Sudalai A. , KhenkinA., NeumannR. Sodium periodate mediated oxidative transformations in organic synthesis. Org. Biomol. Chem.2015; 13:4374–4394.2576820110.1039/c5ob00238a

[43] Wang J. , ShangJ., QinZ., TongA., XiangY. Selective and sensitive fluorescence ‘turn-on’ detection of 4-thiouridine in nucleic acids via oxidative amination. Chem. Commun. (Camb.). 2019; 55:13096–13099.3161216210.1039/c9cc06312a

[44] Schwartz M.H. , WangH., PanJ.N., ClarkW.C., CuiS., EckwahlM.J., PanD.W., ParisienM., OwensS.M., ChengB.L.et al. Microbiome characterization by high-throughput transfer RNA sequencing and modification analysis. Nat. Commun.2018; 9:5353.3055935910.1038/s41467-018-07675-zPMC6297222

[45] Bouvier D. , LabessanN., ClemanceyM., LatourJ.M., RavanatJ.L., FontecaveM., AttaM. TtcA a new tRNA-thioltransferase with an Fe-S cluster. Nucleic Acids Res.2014; 42:7960–7970.2491404910.1093/nar/gku508PMC4081106

[46] Helm M. , MotorinY. Detecting RNA modifications in the epitranscriptome: predict and validate. Nat. Rev. Genet.2017; 18:275–291.2821663410.1038/nrg.2016.169

[47] Werner S. , SchmidtL., MarchandV., KemmerT., FalschlungerC., SednevM.V., BecG., EnnifarE., HobartnerC., MicuraR.et al. Machine learning of reverse transcription signatures of variegated polymerases allows mapping and discrimination of methylated purines in limited transcriptomes. Nucleic Acids Res.2020; 48:3734–3746.3209581810.1093/nar/gkaa113PMC7144921

# Supplementary material for: Analysis of queuosine and 2-thio tRNA modifications by high throughput sequencing
**Source:** Nucleic Acids Res. 2022 Jun 17;50(17):e99. doi: 10.1093/nar/gkac517
**Supplement:** gkac517_Supplemental_File

## Slide 1
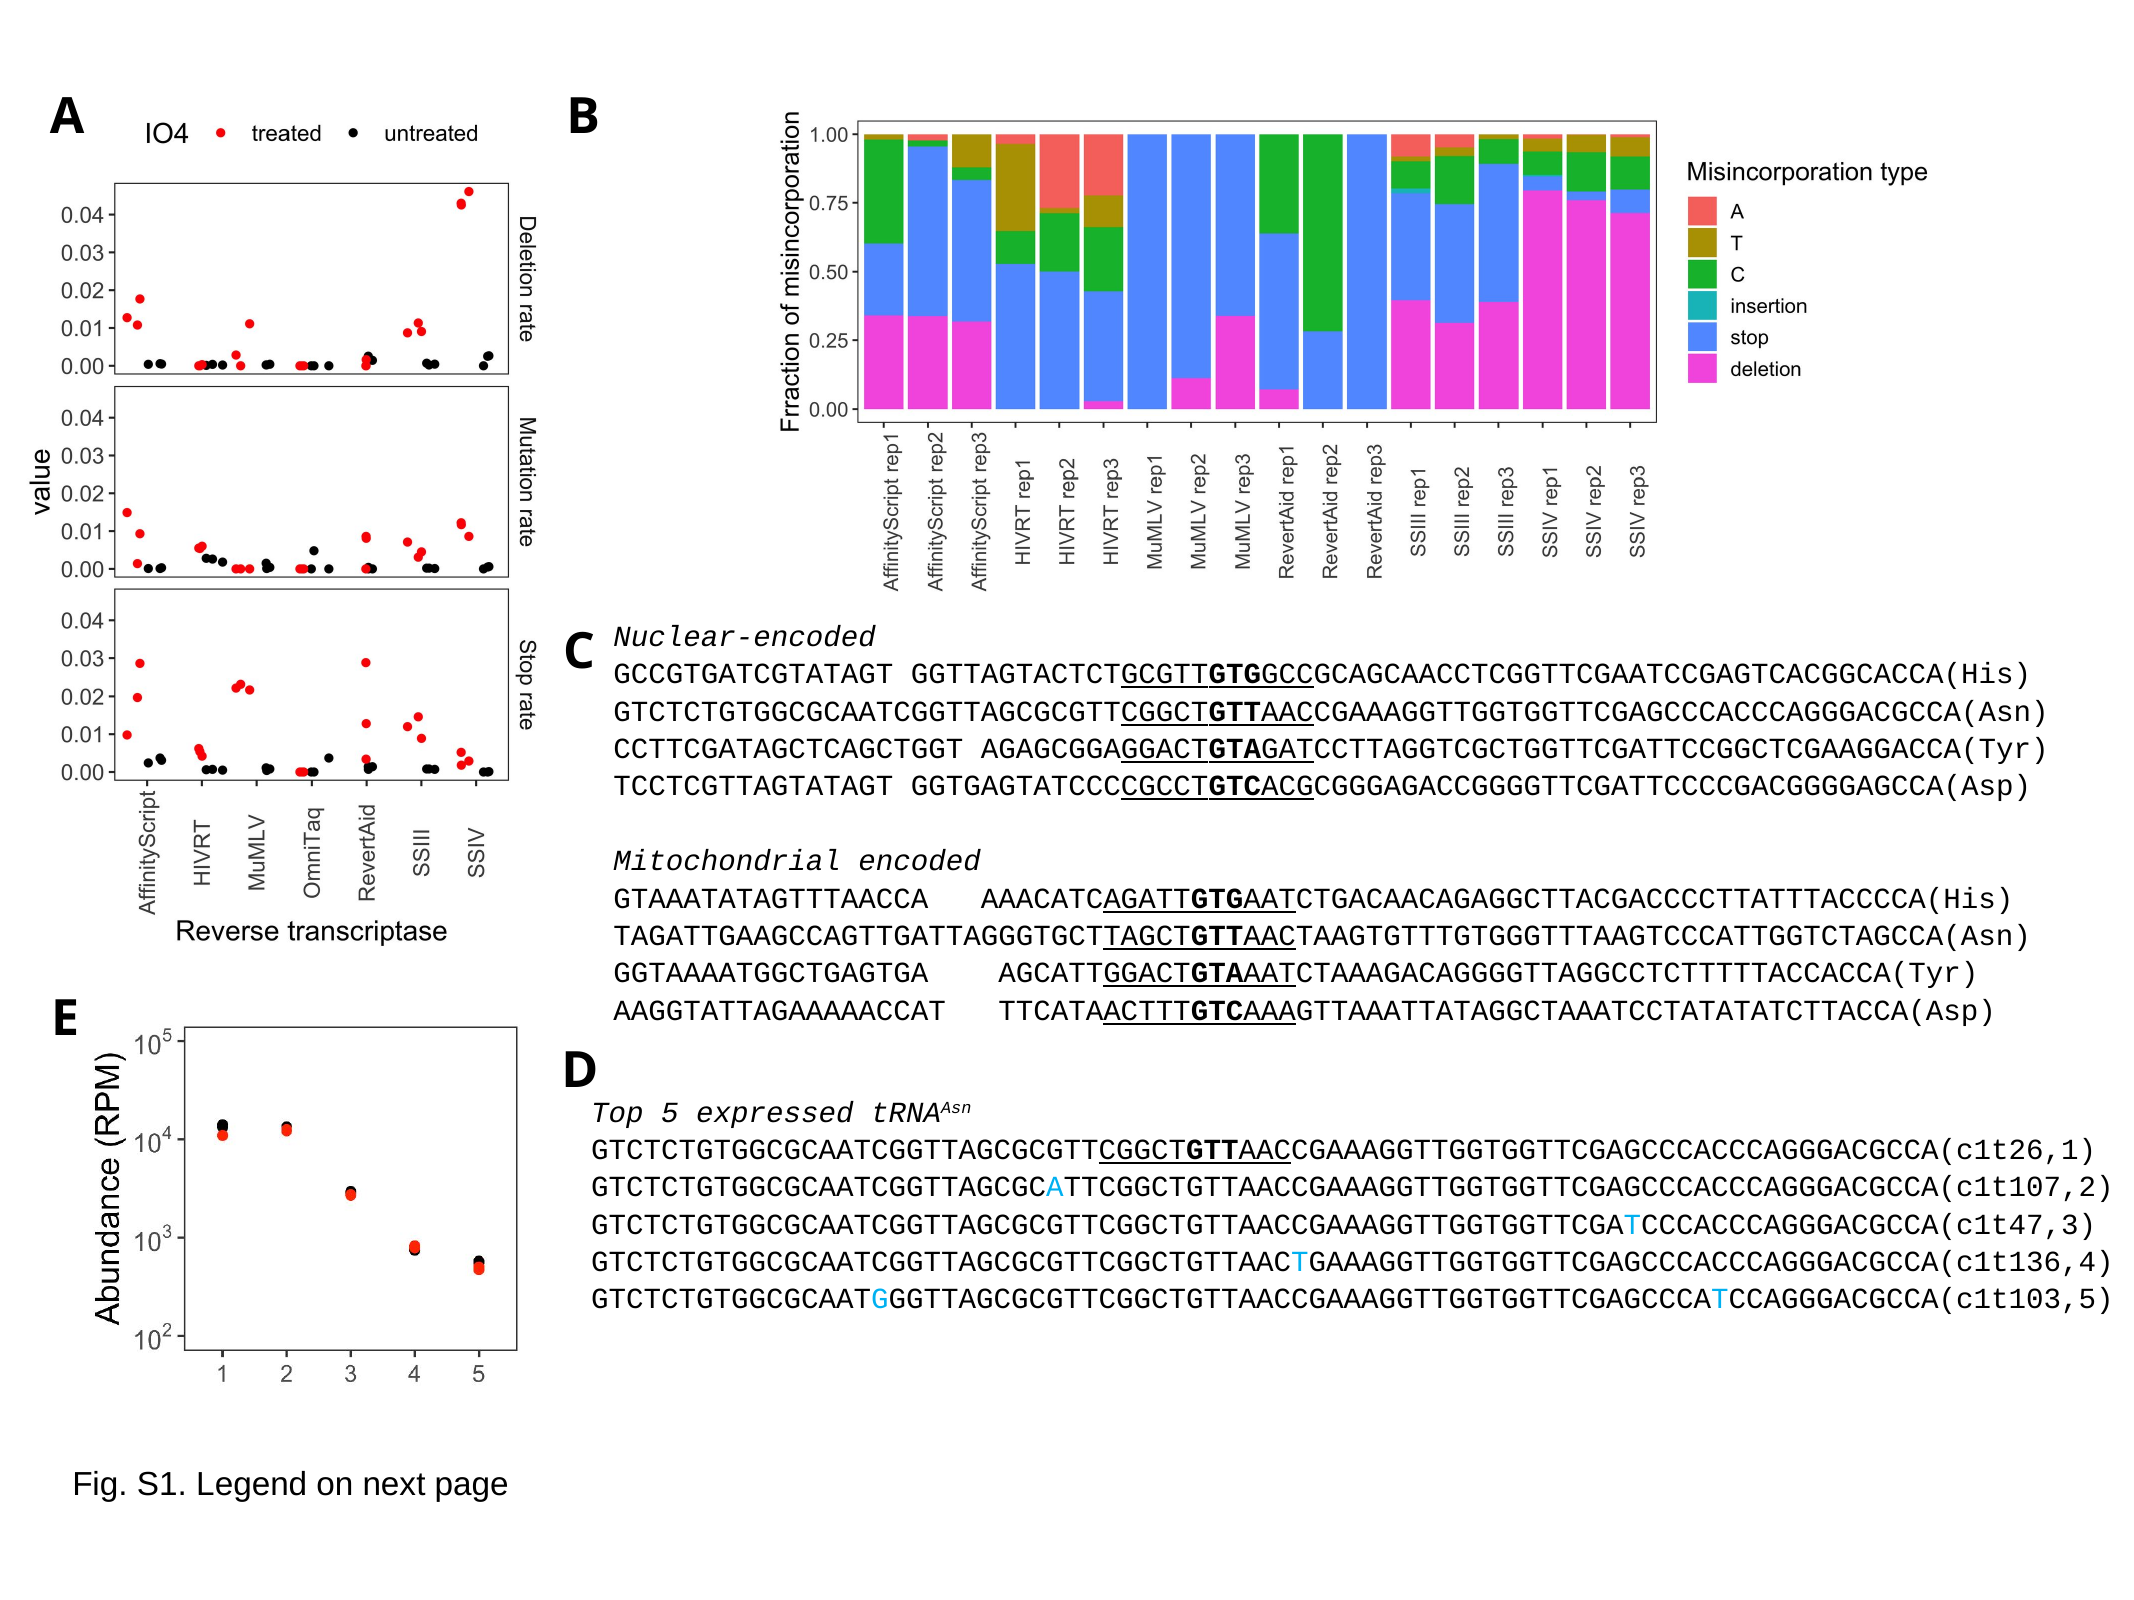

A
B
Nuclear-encoded
GCCGTGATCGTATAGT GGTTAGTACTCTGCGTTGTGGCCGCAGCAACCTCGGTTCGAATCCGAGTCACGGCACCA(His)
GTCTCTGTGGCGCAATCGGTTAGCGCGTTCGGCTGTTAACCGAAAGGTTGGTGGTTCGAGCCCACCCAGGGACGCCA(Asn)
CCTTCGATAGCTCAGCTGGT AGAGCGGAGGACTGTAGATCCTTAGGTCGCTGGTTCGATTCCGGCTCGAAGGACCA(Tyr)
TCCTCGTTAGTATAGT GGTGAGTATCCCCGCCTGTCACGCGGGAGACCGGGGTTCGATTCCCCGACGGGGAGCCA(Asp)
Mitochondrial encoded
GTAAATATAGTTTAACCA   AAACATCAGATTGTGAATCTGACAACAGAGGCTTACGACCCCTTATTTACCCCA(His)
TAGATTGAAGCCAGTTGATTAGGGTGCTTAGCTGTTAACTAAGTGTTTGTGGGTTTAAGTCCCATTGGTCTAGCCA(Asn)
GGTAAAATGGCTGAGTGA    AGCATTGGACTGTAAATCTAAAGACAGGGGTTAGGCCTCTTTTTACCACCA(Tyr)
AAGGTATTAGAAAAACCAT   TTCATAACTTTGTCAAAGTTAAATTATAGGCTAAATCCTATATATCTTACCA(Asp)
C
E
D
Top 5 expressed tRNAAsn
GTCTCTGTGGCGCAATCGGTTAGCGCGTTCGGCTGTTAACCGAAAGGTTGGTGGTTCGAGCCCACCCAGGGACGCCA(c1t26,1)
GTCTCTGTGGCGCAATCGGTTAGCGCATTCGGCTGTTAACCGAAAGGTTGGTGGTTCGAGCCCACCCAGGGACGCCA(c1t107,2)
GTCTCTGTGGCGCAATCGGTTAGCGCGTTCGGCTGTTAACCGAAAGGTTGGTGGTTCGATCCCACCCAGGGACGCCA(c1t47,3)
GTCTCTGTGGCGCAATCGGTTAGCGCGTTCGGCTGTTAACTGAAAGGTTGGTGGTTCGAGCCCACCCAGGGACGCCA(c1t136,4)
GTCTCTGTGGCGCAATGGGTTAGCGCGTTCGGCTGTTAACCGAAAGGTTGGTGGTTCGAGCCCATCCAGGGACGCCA(c1t103,5)
Fig. S1. Legend on next page

## Slide 2
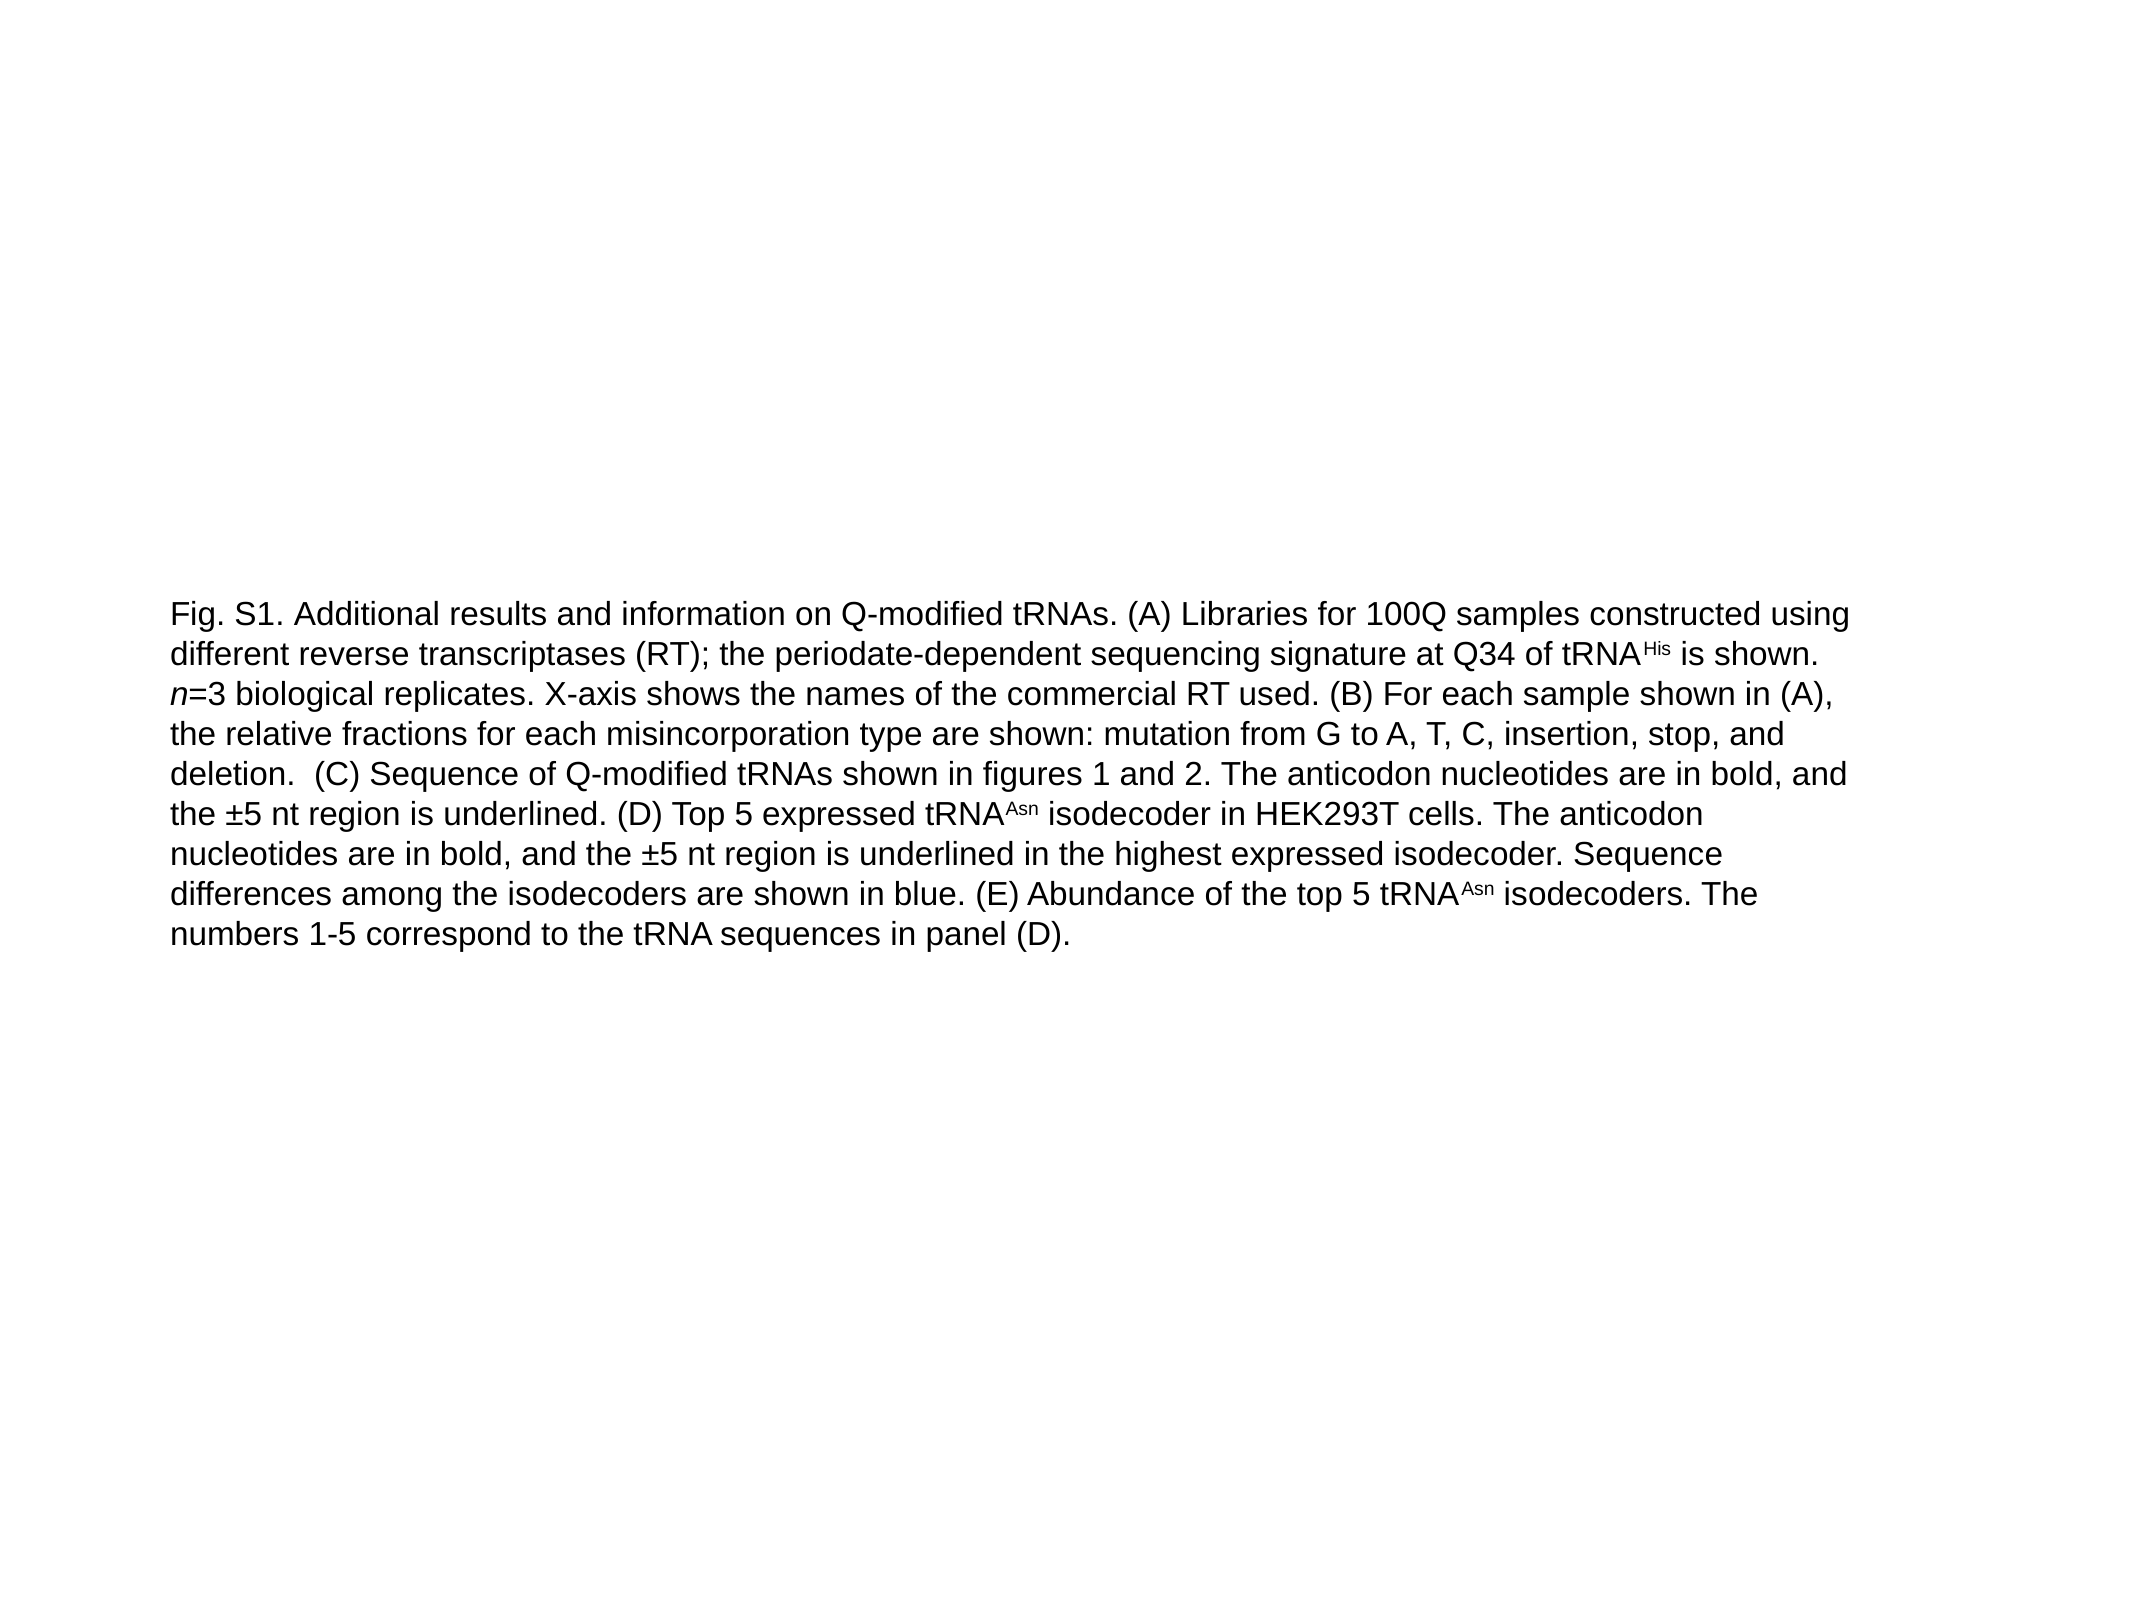

Fig. S1. Additional results and information on Q-modified tRNAs. (A) Libraries for 100Q samples constructed using different reverse transcriptases (RT); the periodate-dependent sequencing signature at Q34 of tRNAHis is shown. n=3 biological replicates. X-axis shows the names of the commercial RT used. (B) For each sample shown in (A), the relative fractions for each misincorporation type are shown: mutation from G to A, T, C, insertion, stop, and deletion.  (C) Sequence of Q-modified tRNAs shown in figures 1 and 2. The anticodon nucleotides are in bold, and the ±5 nt region is underlined. (D) Top 5 expressed tRNAAsn isodecoder in HEK293T cells. The anticodon nucleotides are in bold, and the ±5 nt region is underlined in the highest expressed isodecoder. Sequence differences among the isodecoders are shown in blue. (E) Abundance of the top 5 tRNAAsn isodecoders. The numbers 1-5 correspond to the tRNA sequences in panel (D).

## Slide 3
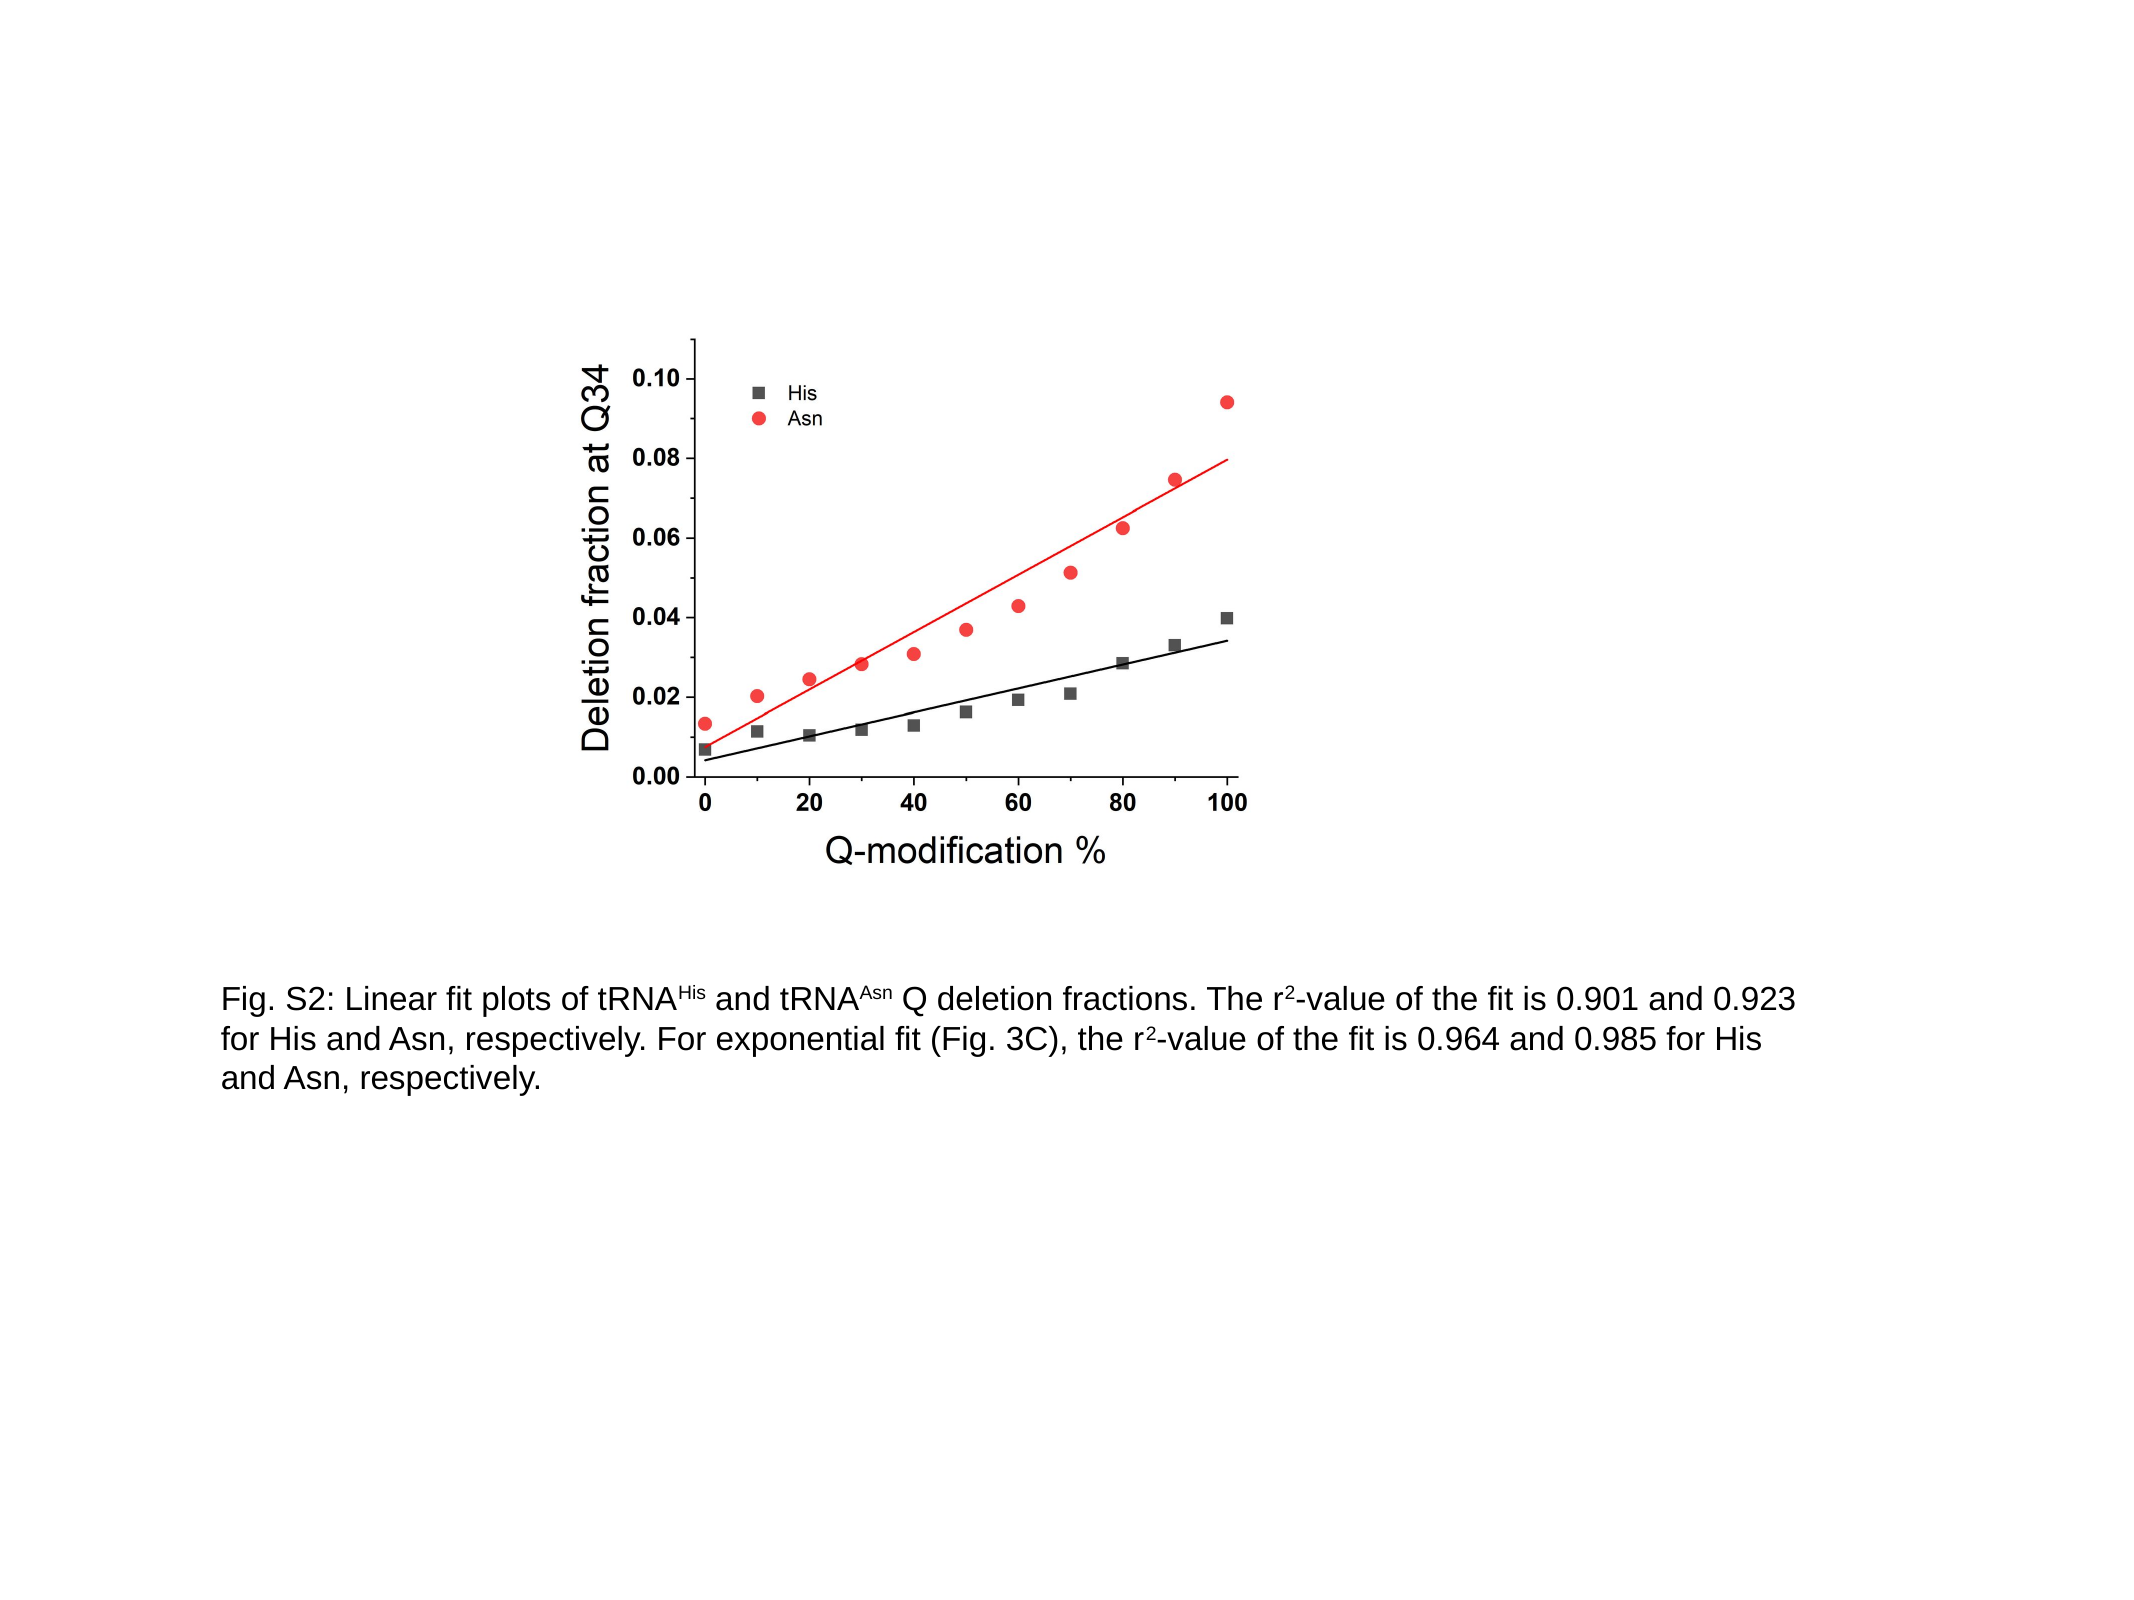

Fig. S2: Linear fit plots of tRNAHis and tRNAAsn Q deletion fractions. The r2-value of the fit is 0.901 and 0.923 for His and Asn, respectively. For exponential fit (Fig. 3C), the r2-value of the fit is 0.964 and 0.985 for His and Asn, respectively.

## Slide 4
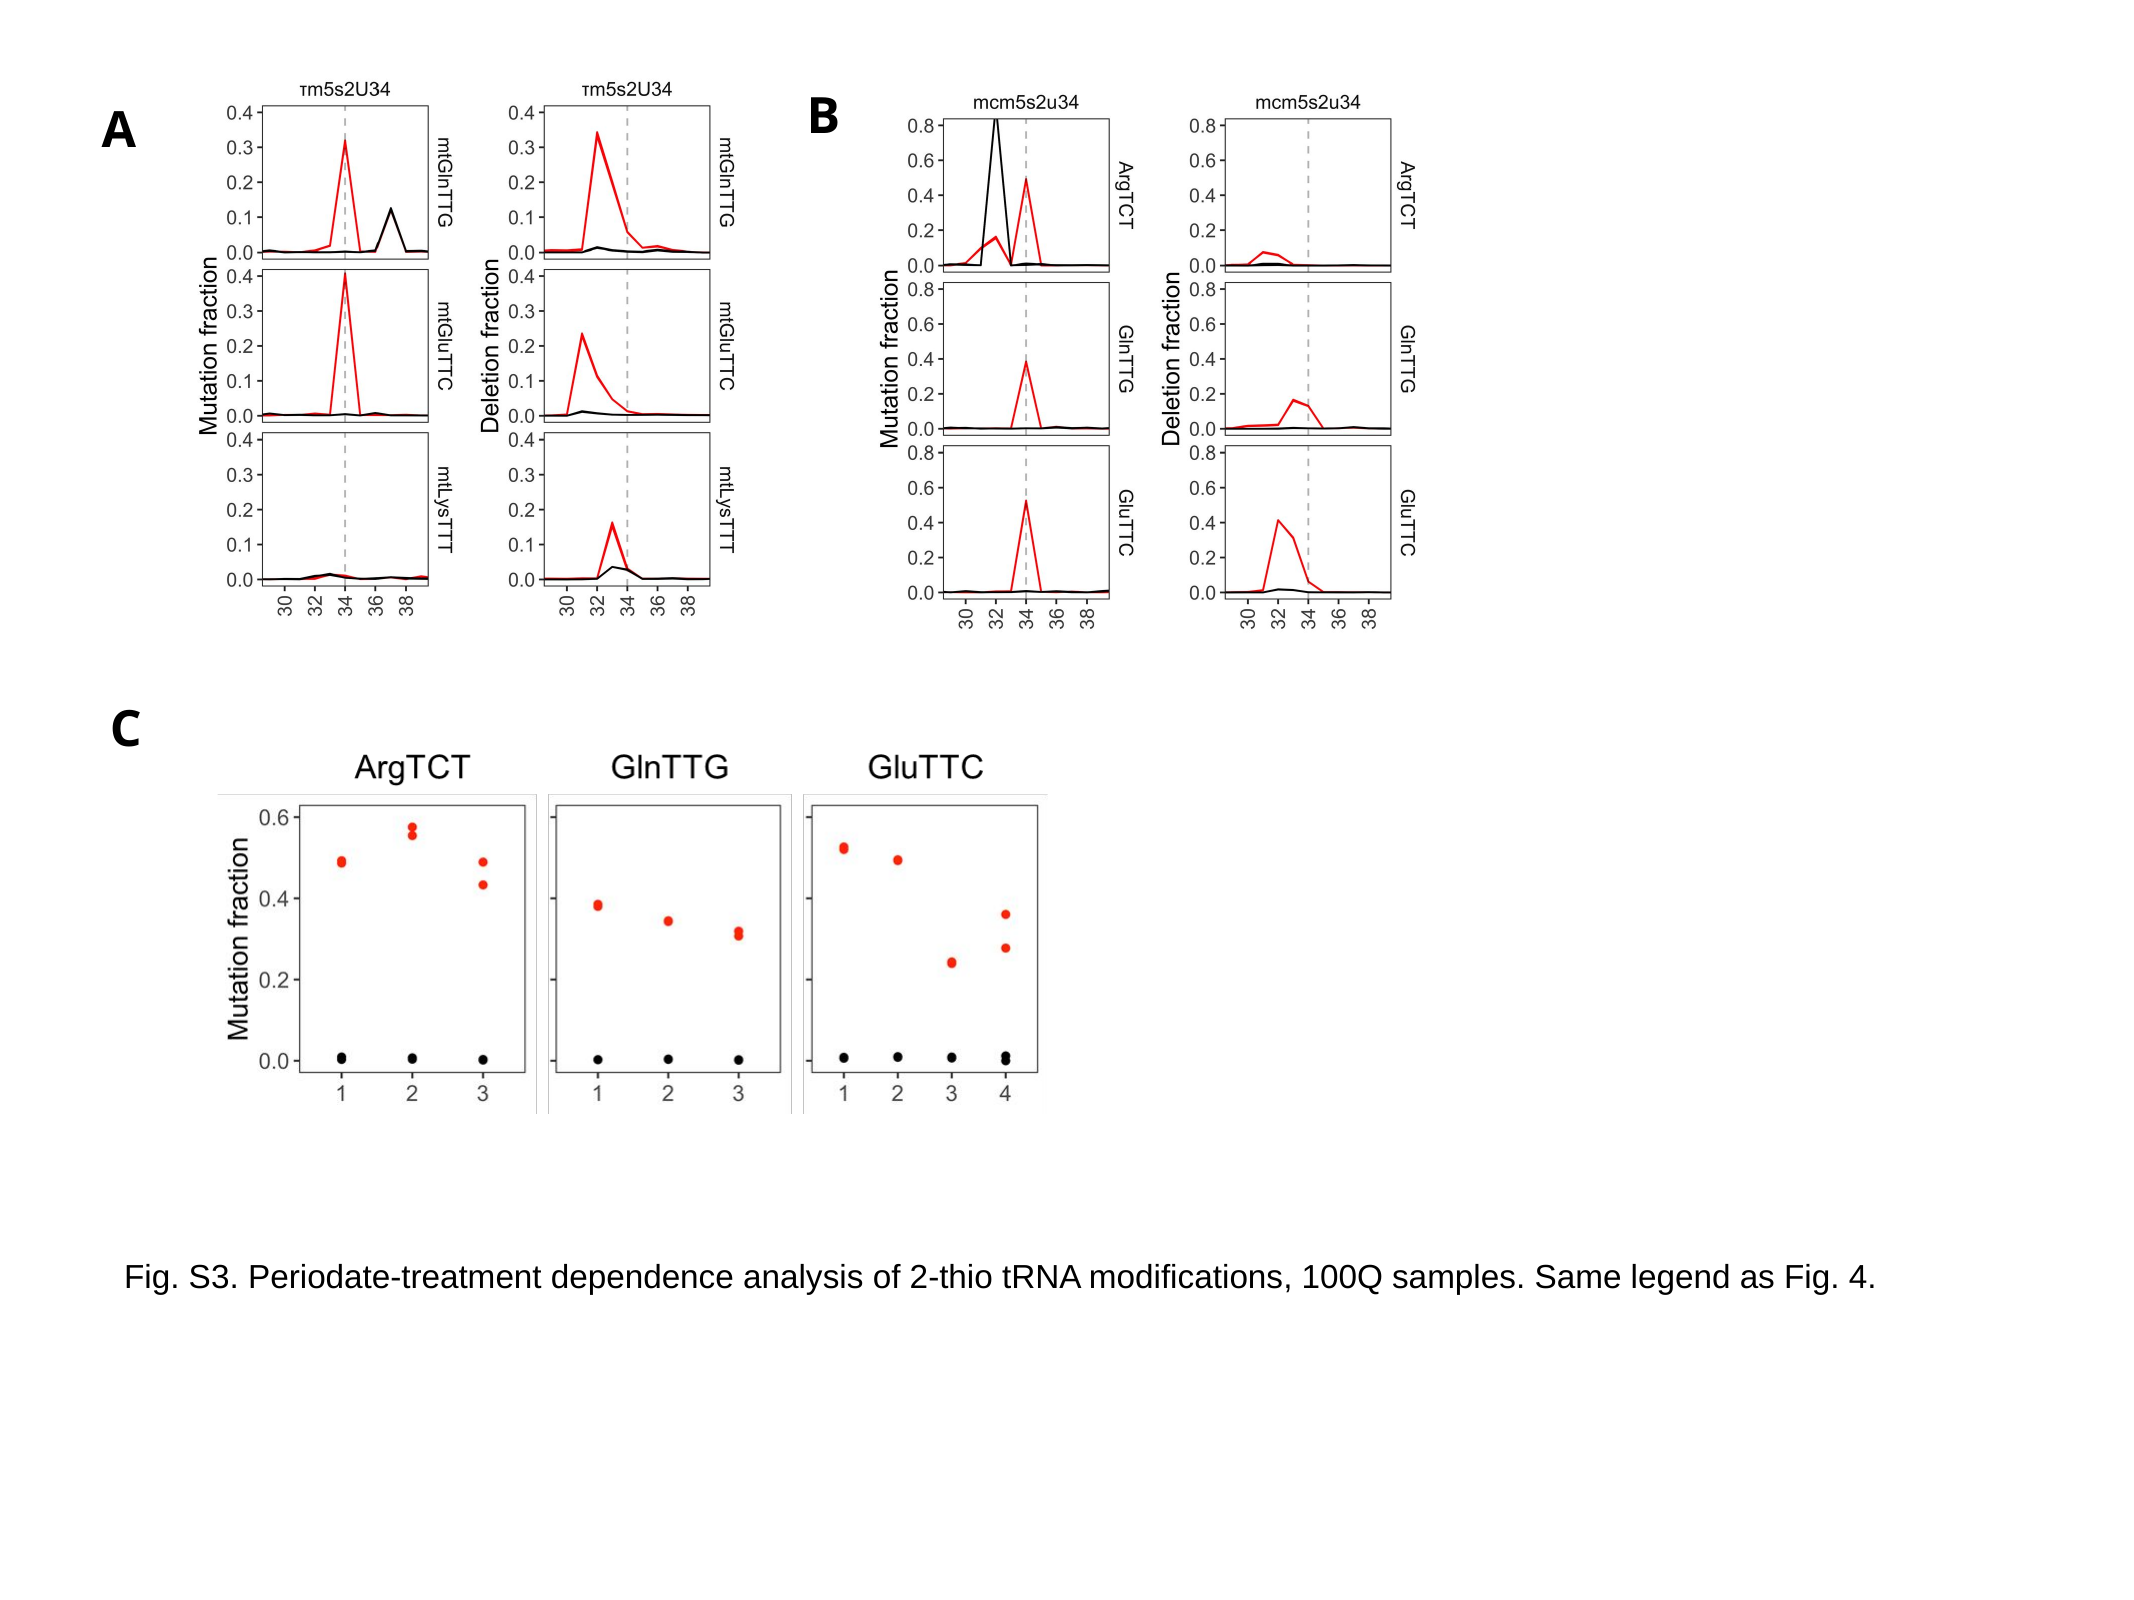

B
A
C
Fig. S3. Periodate-treatment dependence analysis of 2-thio tRNA modifications, 100Q samples. Same legend as Fig. 4.

## Slide 5
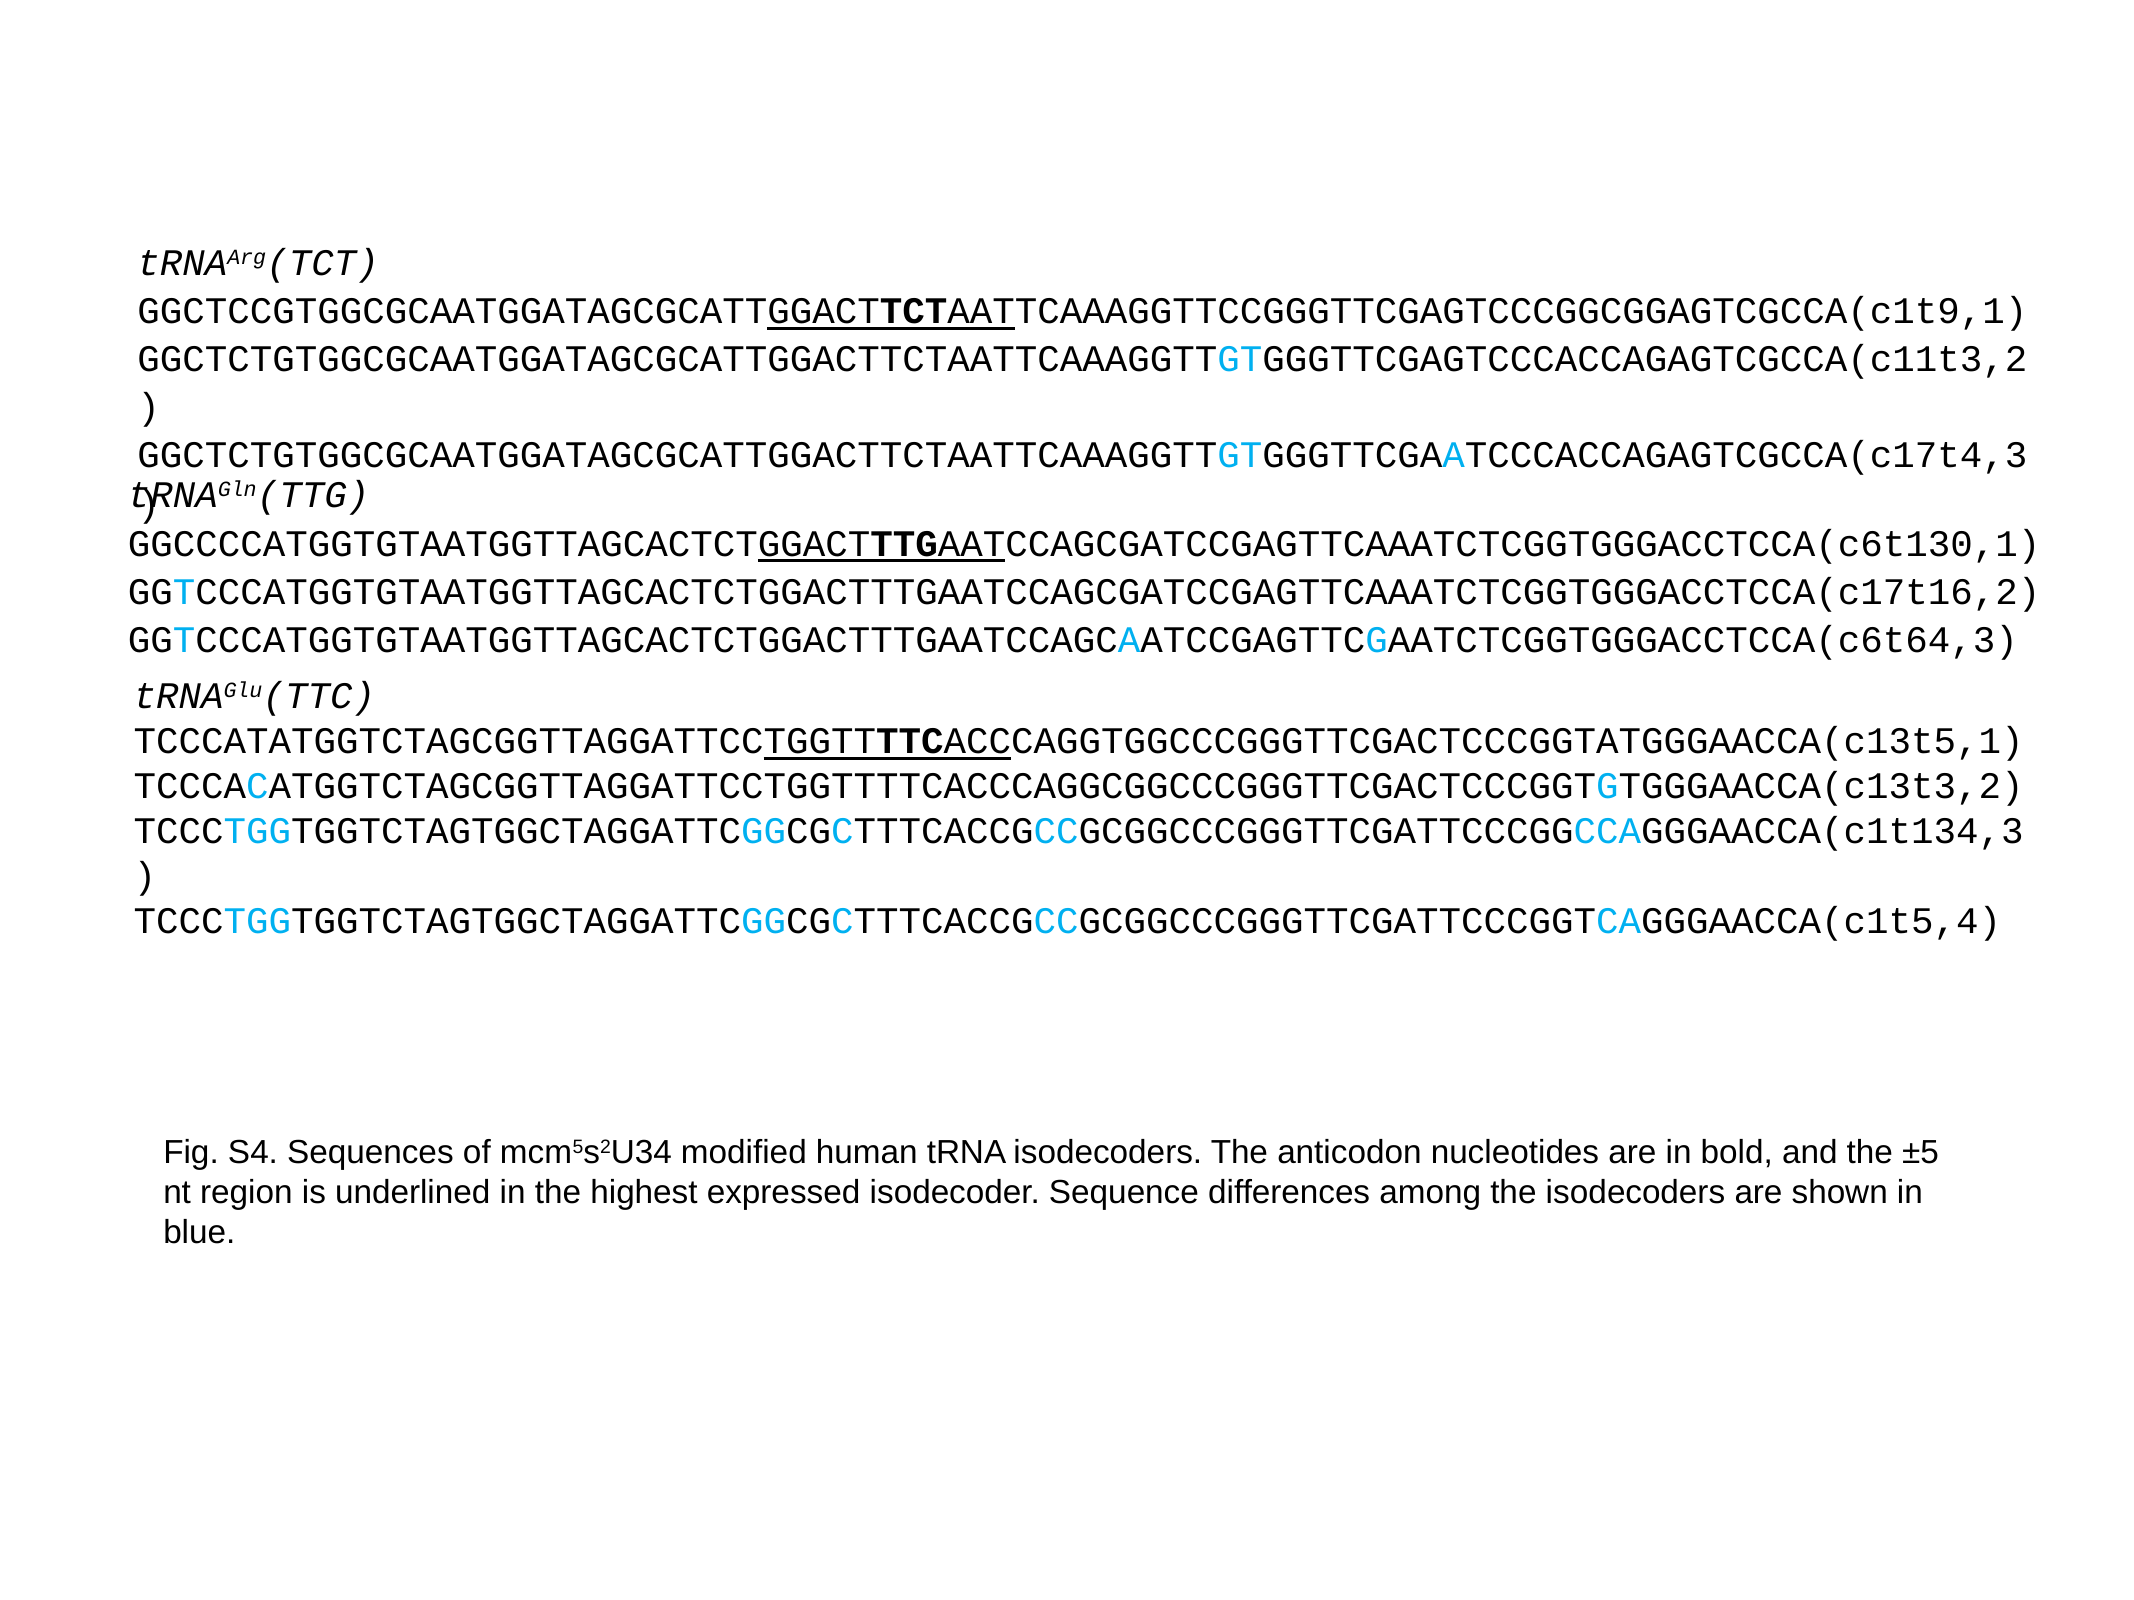

tRNAArg(TCT) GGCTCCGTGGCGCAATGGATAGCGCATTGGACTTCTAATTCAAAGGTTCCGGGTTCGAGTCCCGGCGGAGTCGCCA(c1t9,1)
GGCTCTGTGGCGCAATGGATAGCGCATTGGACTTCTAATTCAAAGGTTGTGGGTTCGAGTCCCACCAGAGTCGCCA(c11t3,2)
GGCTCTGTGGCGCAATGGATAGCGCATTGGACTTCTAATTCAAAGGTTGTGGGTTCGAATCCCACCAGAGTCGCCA(c17t4,3)
tRNAGln(TTG) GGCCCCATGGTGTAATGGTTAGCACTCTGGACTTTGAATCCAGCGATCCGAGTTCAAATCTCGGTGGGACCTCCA(c6t130,1)
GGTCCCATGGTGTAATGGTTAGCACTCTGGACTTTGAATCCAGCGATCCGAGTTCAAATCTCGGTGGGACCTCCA(c17t16,2)
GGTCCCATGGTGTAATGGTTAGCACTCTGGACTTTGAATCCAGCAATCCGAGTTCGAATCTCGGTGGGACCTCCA(c6t64,3)
tRNAGlu(TTC) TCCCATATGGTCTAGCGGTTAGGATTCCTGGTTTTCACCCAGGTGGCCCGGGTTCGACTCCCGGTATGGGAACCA(c13t5,1)
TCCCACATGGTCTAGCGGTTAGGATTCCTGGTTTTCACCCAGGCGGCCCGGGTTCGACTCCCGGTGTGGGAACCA(c13t3,2)
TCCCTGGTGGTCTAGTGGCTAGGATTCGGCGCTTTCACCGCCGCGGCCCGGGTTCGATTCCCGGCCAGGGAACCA(c1t134,3)
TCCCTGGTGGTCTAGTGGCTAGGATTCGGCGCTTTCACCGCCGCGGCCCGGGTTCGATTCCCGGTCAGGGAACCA(c1t5,4)
Fig. S4. Sequences of mcm5s2U34 modified human tRNA isodecoders. The anticodon nucleotides are in bold, and the ±5 nt region is underlined in the highest expressed isodecoder. Sequence differences among the isodecoders are shown in blue.

## Slide 6
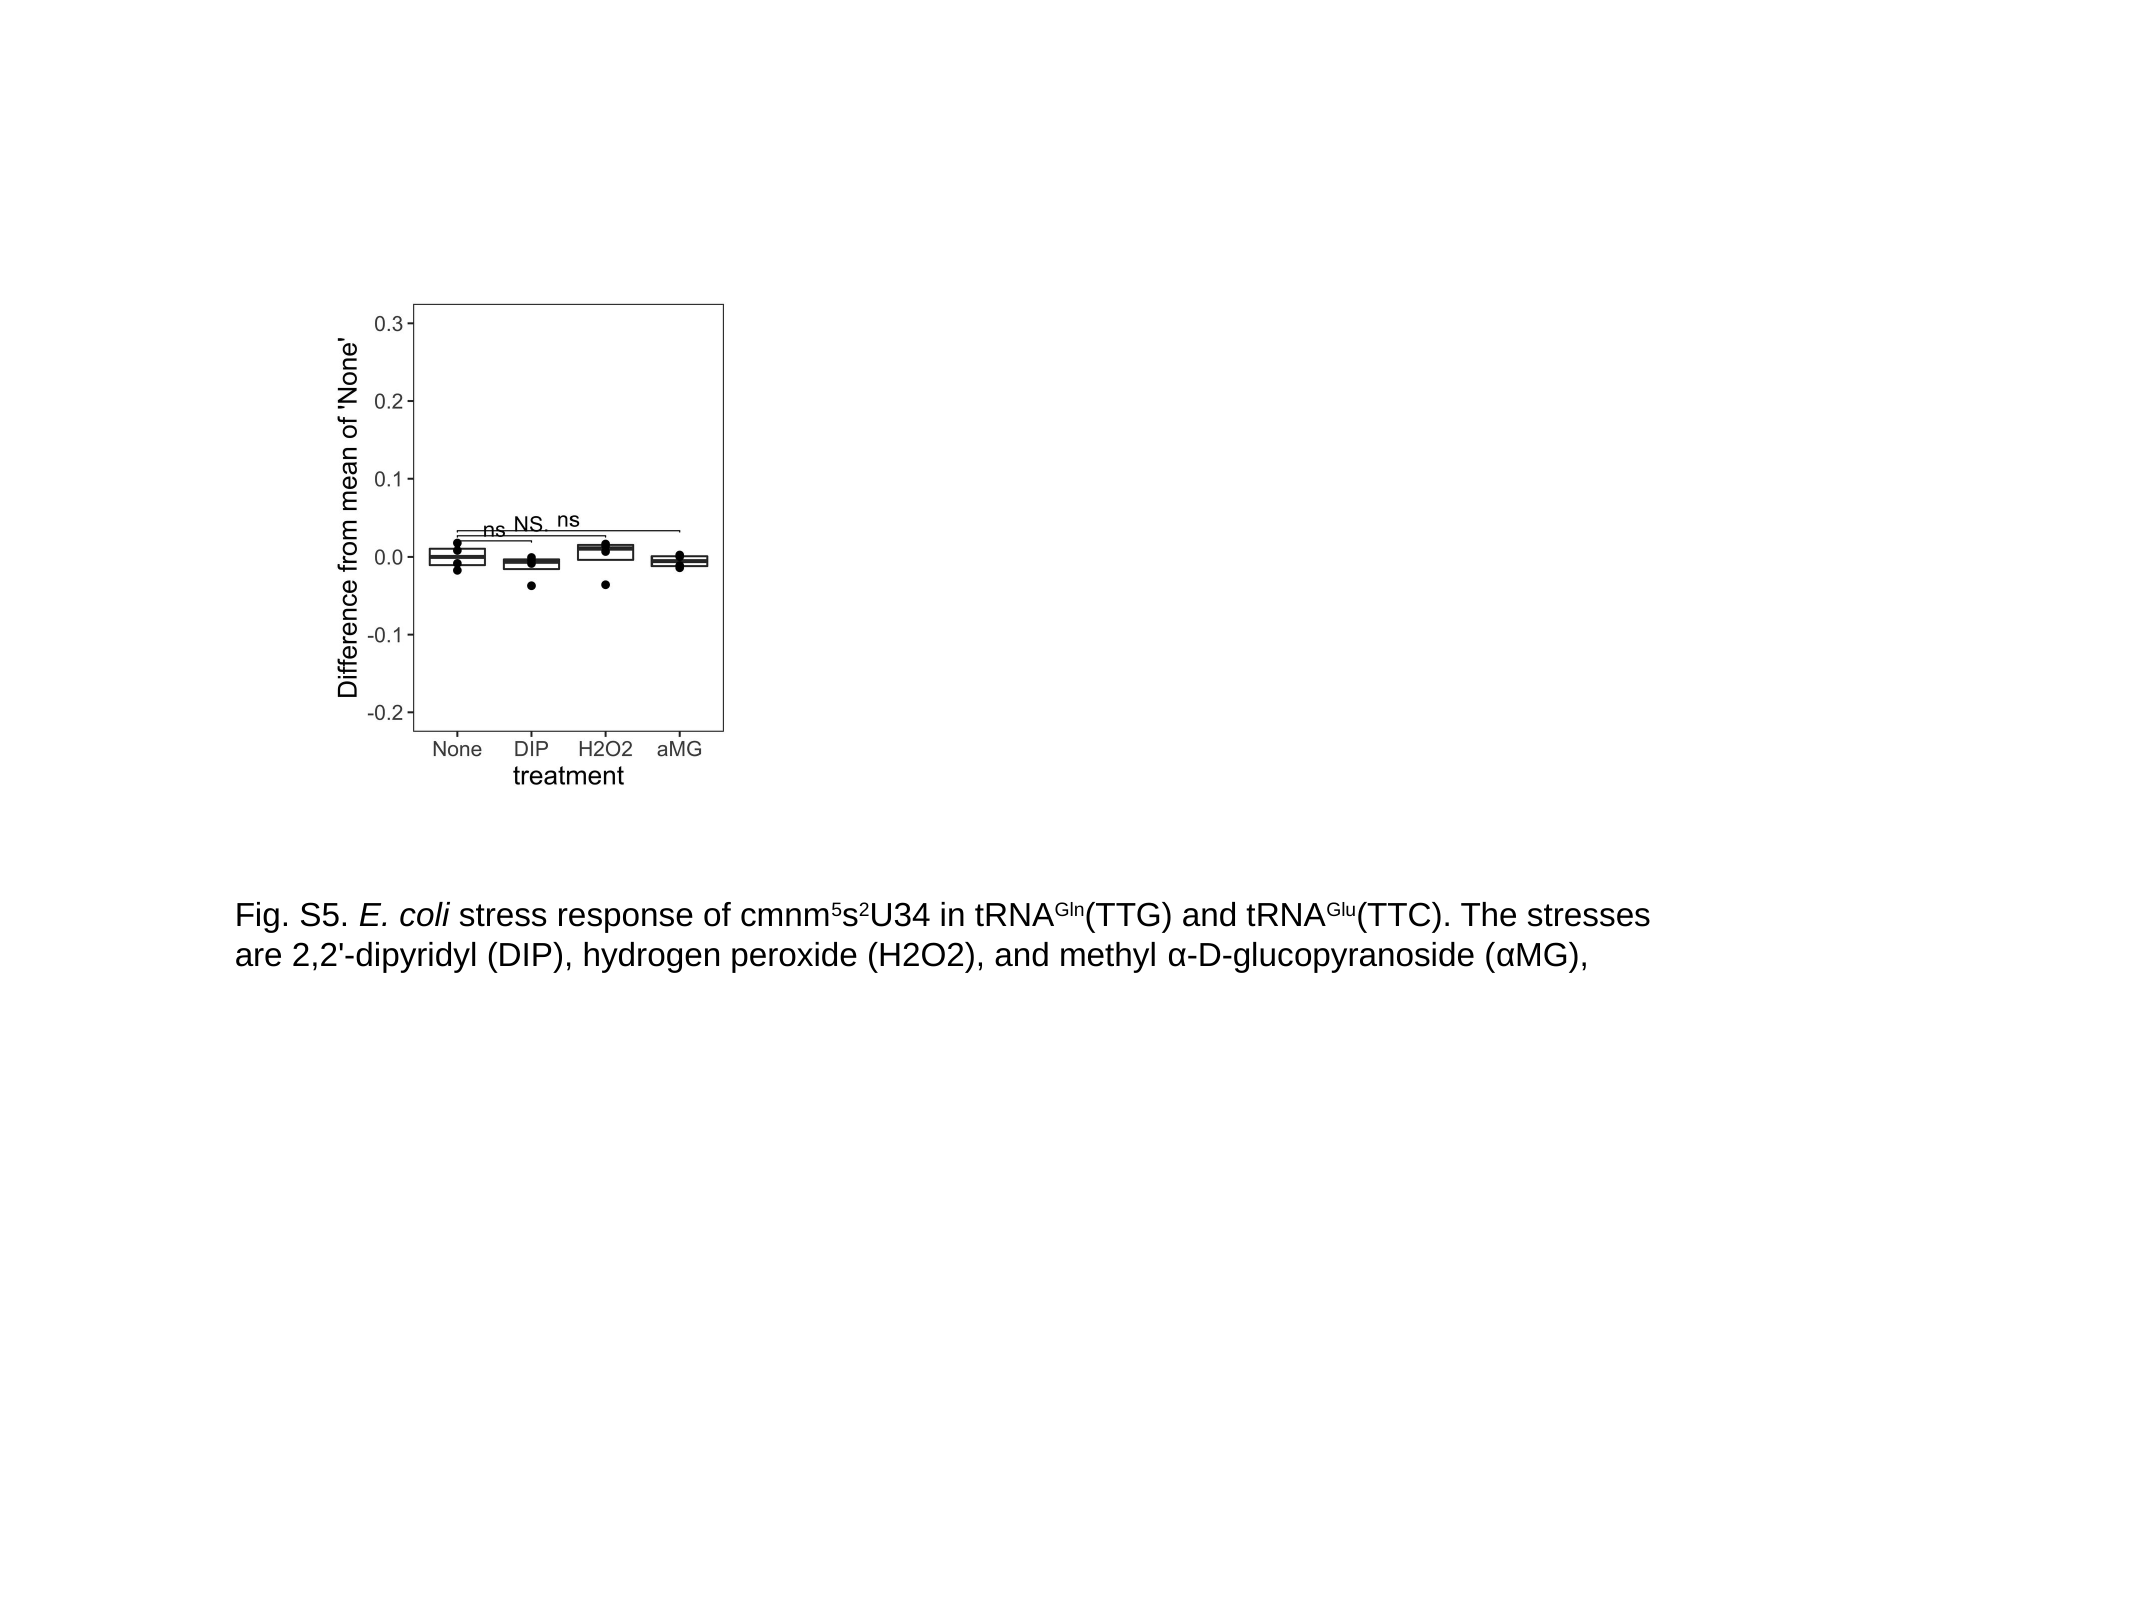

Fig. S5. E. coli stress response of cmnm5s2U34 in tRNAGln(TTG) and tRNAGlu(TTC). The stresses are 2,2'-dipyridyl (DIP), hydrogen peroxide (H2O2), and methyl α-D-glucopyranoside (αMG),

How the deposited data were processed for this re-analysis (not part of the article)

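Libraries of 4 experiments were used. RNA of HEK293T cells without Q (0Q) and fully modified with Q (100Q) was sequenced with and without periodate, with 2 biological replicates in each of the 4 groups. The deposited label for added queuine reads Yes for the 0Q and No for the 100Q libraries, the reverse of their titles and source names. The titles and source names, which match the paper, were used. Mixtures of 0Q and 100Q RNA in steps of 10% gave 11 calibration libraries, all treated with periodate. *E. coli* RNA was sequenced in a library with and a library without periodate. Unstressed *E. coli* and *E. coli* under DIP, H_2_O_2_ or αMG were sequenced as 2 cultures per condition, all with periodate. The screen of reverse transcriptases was not analysed here.

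The authors split the reads by barcode with Je, mapped read 2 with bowtie2 in local mode to a curated list of non-redundant tRNA genes, sorted the alignments with samtools, and collapsed them with IGV into windows of 1 nucleotide. The paper's text names neither the genome build nor the version of these tools. The authors deposited whole-number counts, per library and reference position, of reads with A, C, G, T, an undetermined base, a deletion or an insertion, and counts of reads per tRNA gene, summed with a PySam script, none of them normalized. The mutation fraction deposited by the authors is the share of reads with another base than the reference, over all reads at that position including deletions and insertions, rounded to 4 decimals. The stop score deposited by the authors is 1 minus the reads at a position over the reads at the next position on the 3′ side. Both columns were checked against the counts. The paper states no step that removes duplicate reads.

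Deletion and mutation fractions were recomputed from the counts, with aligned bases plus deletions as the denominator, and are given in percent. Positions needed more than 100 reads. Each reference was numbered so that its wobble nucleotide is 34. For an anticodon with several references, the isodecoder whose sequence the paper's supplement gives was used, and otherwise the one with the most reads. The plan named the most abundant isodecoder. The 2 rules differ for tRNA Asn alone, where chr1.trna107 has the most reads summed over all libraries, chr1.trna26 the most in each untreated library of 0Q and 100Q cells, and chr1.trna26 is the isodecoder in the paper. This choice was made after the data were seen, and chr1.trna107 was added as an alternative. Fractions of single libraries have Wilson 95% intervals, and the smallest share a depth can show was set at 3 reads. Total counts were 3711290 to 9312559 for the libraries of 0Q and 100Q cells, 6677144 to 15305498 for the calibration, 5739324 and 8862971 for *E. coli* without and with periodate, and 832294 to 2389720 for the stress libraries.

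Groups of 2 or 4 libraries were compared with exact two-sided permutation tests of the difference of means. Calibration fits were least squares lines on the log2 and the linear scale and a mixing curve with a relative yield of Q34 tRNA, and slopes were tested with 100000 permutations. Stress values were compared with a rank-sum statistic, exact where a group held fewer than 10 values and with 100000 permutations otherwise. Families of tests were adjusted with the Benjamini-Hochberg method. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

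Every human site with enough coverage was also tested for a difference between the 4 treated and the 4 untreated libraries. Empirical logits with an offset of 0.5 were fitted with limma 3.58.1 in R 4.3.3, and a site was called when its adjusted p-value was under 0.05 and its mean difference was at least 5 percentage points. The minimum difference also removes sites with no mutated read in any library, for which the logits reflect coverage alone. On simulated data, 146 of 150 sites changed by 10 points or more and 0 of 15767 unchanged sites were called with 8 libraries, and 88 of the changed sites with 4. These counts do not cover changes between 5 and 10 points. The simulated spread between libraries was a fixed setting, and the real fits with 4 libraries called no site. The counts may therefore overstate how many changes are found in the data. Reads per tRNA family were tested with edgeR 4.0.16 and TMM normalization for an interaction of Q state and periodate, and with DESeq2 1.42.0 as the alternative. On simulated data, 188 of 200 families changed 2-fold and 9 of 1180 unchanged families were called.

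The tRNAs named in the text were set by a rule. They are those the paper names, lists of candidate positions (Q34, mnm5s2U34 and ms2i6A37 of *E. coli*, position 34 of human tRNA Lys(TTT), and the methylated positions 26, 32, 37 and 58 of human tRNAs), and the 5 sites with the largest mean difference in each test across sites. Alternatives covered the denominator, the isodecoder, the coverage minimum, the position, subtraction of the untreated libraries, the replicate block, each replicate, culture or tRNA left out, the scale and weights of the fits, and the normalization and filter of the counts. No genome annotation was used here, so positions are given on the tRNA references. References other than tRNAs held 6.97% to 9.04% of the reads in the libraries of 0Q and 100Q cells and 17.7% to 27.8% in the calibration libraries, and were not analysed.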

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

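The single sites described in this part are ones for which the paper reports no such change, while the counts across sites include sites that it reports. The tests across sites with periodate, the *E. coli* Q34 deletions and ms2i6A37 under DIP were planned. The tests of explanations in this part were chosen only after the result was seen, apart from that on methylated positions.

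Across 15967 human sites, 203 had a higher mutation fraction with periodate (225 at an unadjusted p under 0.05), 168 a higher deletion fraction (178 unadjusted) and 17 a lower mutation fraction (19 unadjusted). The 203 sites are 110 positions of 49 tRNAs, since isodecoders share positions. Of the 8 splits of the 8 libraries that part the libraries of every RNA sample, 1 of the 8 gave as many sites, which is the real split, for each of the 3 counts. The other 7 splits exchange treated and untreated libraries of 1 to 3 RNA samples and gave 0 sites. With 8 splits, the share cannot be under 0.05, so chance cannot be excluded by this count alone. Some sites outside the reported positions with large differences, on 1 isodecoder per anticodon, are described next. Larger rises on minor isodecoders, such as a deletion rise of 43.8 points at position 57 of chr6.trna61 of tRNA Met(CAT), are not described.

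At position 26 of tRNA Asn, where m2,2G is common in tRNAs, the mutation fraction was 62.7% ± 4.0 (SD, n = 4) with and 9.84% ± 1.3 (SD, n = 4) without periodate. The references chr1.trna26 and chr1.trna107 differ at this very position, with G and A. With periodate, chr1.trna26 held 50.2% of their reads with T there, and a G read as A would count as unmutated on chr1.trna107. The 62.7% is therefore not the exact rate of this isodecoder. Reads shared between isodecoders would leave no rise once all isodecoders are summed, yet the summed rise was 41.7 percentage points. Oxidised Q34 in the same tRNA would give no rise in 0Q cells, where it was 50.7 points. With 1 isodecoder per anticodon, most other tRNAs mutated at position 26 rose as well, 20 of 23 in all, by at most 17.4 points. A rise shared by these tRNAs may be a part of the signal, but is smaller than that of tRNA Asn. In the calibration libraries, all treated, the fraction was 52.7% to 77.2% and changed by 15.5 points between the 50% and the 60% library, against 3.77 points at the largest other step. It therefore varies between libraries treated alike, by less than the rise of 52.9 points with periodate.

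At position 32 of mt-tRNA Ser(TGA), the mutation fraction was 76.7% with and 38.5% without periodate. Loss of reads without the mutation would leave the number of mutated reads unchanged. The mutated reads per read at position 39 were instead 4.83 times as many with as without periodate, and unmutated reads 0.758 times as many. Few reads pass from position 39 to 32, but per read at position 33 the ratios were similar, 3.64 and 0.572. The step between the 50% and 60% calibration libraries was 10.2 points, less than the rise of 38.1 points with periodate, and all 11 lay at 70.4% to 82.6%.

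At position 26 of tRNA Thr(AGT), the deletion fraction was 59.5% with and 27.4% without periodate. With all isodecoders summed, the rise was 32.2 points, which goes against reads shared between isodecoders, and the calibration libraries stepped by 3.51 points between 50% and 60%. At the same position, with 1 isodecoder per anticodon, 8 other tRNAs rose by at least 5 points, with the highest rise of 19.7 points in tRNA Arg(TCG). A minor isodecoder of tRNA Thr(CGT), chr6.trna121, rose by 34.7 points, so a rise shared by these tRNAs was not excluded. At position 57 of tRNA Gln(TTG), the deletion fraction was 53.5% with and 30.6% without periodate. The summed rise was 21.2 points and the step was 4.69 points, smaller than the largest other step of 5.17 points. Both rises exceed these steps.

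At position 33 of tRNA Lys(TTT), next to its modified wobble uridine, the deletion fraction was 25.5% with and 7.90% without periodate. Reads from tRNA Lys(CTT) are not a source, since its deletion fraction there was 0.567% with periodate. The step between the 50% and 60% calibration libraries was -4.54 points, smaller in size than the largest other step of 10.0 points, so no step between library groups stands out. The calibration libraries, all treated, lay at 11.7% to 21.7%, above the untreated 7.90% but below 25.5%. The size of the signal therefore varies between libraries treated alike. A candidate explanation is a 2-thio group at position 34, as in the other tRNAs with upstream deletions. The mutation fraction at position 34, however, was 0.297% with and 0.736% without periodate. The deletion fraction at position 37 also rose, from 10.0% to 22.4%, while in tRNA Lys(CTT) it was about 1.5% without and 1.62% with periodate. Another base of the same loop that reacts with periodate can therefore not be told apart from a 2-thio group.

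A library difference that comes with periodate, such as a demethylation step, would lower the mutations at positions that are often methylated. With periodate, 20 of 23 positions 26, 14 of 17 positions 37 and 25 of 29 positions 58 had higher mutation fractions, and 7 of 11 positions 32 had lower ones. At positions 32, 37 and 58 together, 24.6% were lower, fewer than such a step would give. The positions 37 include adenosines, among them ms2i6A37 of mt-tRNA Trp and mt-tRNA Tyr. With only C32, G37 and A58, 24.5% of 49 were lower, and 8 of 9 G37 were higher. Why the remaining positions rose was not tested.

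In the *E. coli* stress libraries, the only site called among 3124 was position 29 of tRNA Arg(ACG), with a mutation fraction of 10.7% under H_2_O_2_ and 0.316% without stress (adjusted p = 0.0107 with limma). With the culture as a block, the adjusted p was 0.0683. Coverage fell by 9.86% from position 32 to 33 under H_2_O_2_, while in the other conditions it rose slightly (a fall of -0.705% to -0.0710%). This is consistent with reads of another molecule that align to the reference up to position 32, so the signal is not taken as a change in tRNA Arg(ACG).

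In *E. coli*, the mutation fraction at ms2i6A37 was lower under DIP, by a mean of -0.973 percentage points over 8 tRNAs and 2 cultures (permutation p = 5e-05, adjusted p = 0.00015, lower in 16 of 16 pairs). The permutation p may be too small, since the unstressed mean of each tRNA was subtracted from both groups. With culture means, 2 against 2, the exact p was 0.33, the smallest possible. A general fall of mutations would lower other positions too, but of 132 other mutated positions, 15.9% were lower in both cultures and 36.4% were higher. A weaker periodate reaction would matter only if the signature needed periodate, and the mean difference with minus without periodate was -0.0181 points over these tRNAs. However, tRNA Phe(GAA) and tRNA Leu(TAA) rose with periodate, by 0.824 and 0.328 points, and had the largest falls under DIP, of -2.09 and -2.99 points. For these 2, a weaker periodate reaction cannot be excluded. Without them, an alternative chosen after seeing the data, the mean difference was -0.45 points (permutation p = 0.0005). A loss of the ms2 group under iron depletion may explain that remaining fall, as a hypothesis found and tested on the same data.

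Under αMG, the same positions were higher by a mean of 0.713 points (permutation p = 0.00177, adjusted p = 0.00266, higher in 14 of 16 pairs), a test not planned for this stress. Of the 132 other mutated positions, 47.0% were higher in both cultures, more than chance gives for 2 cultures, so the rise cannot be told apart from a general rise of mutations in these libraries.

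At Q34 of *E. coli*, the deletion fraction with periodate was 6.77% for tRNA His, 1.21% for tRNA Asn, 0.670% for tRNA Tyr and 1.14% for tRNA Asp, against 0.120%, 0.0682%, 0.115% and 0.294% without. The Wilson 95% intervals lie apart for 4 of 4 tRNAs, with a single library each. Among 34 tRNAs with neither Q nor 2-thio at position 34, the highest rise was 3.08 points, in tRNA Ala(TGC), and 5 exceeded the lowest rise of a Q tRNA. Their median rise was 0.0147 points, so deletions did not rise in general. The Q tRNAs rose more by a two-sided rank-sum test (exact p = 0.00322 over tRNAs, which are not independent replicates). In the treated stress cultures without stress, the means were lower, 3.17% for tRNA His, 0.182% for tRNA Asn and 0.138% for tRNA Tyr, with 1.16% for tRNA Asp (n = 2 each). For tRNA Tyr this is close to the value without periodate. A signature of Q34 like that in human tRNAs is a candidate explanation, but for tRNA Asn, tRNA Tyr and tRNA Asp it cannot be told apart from the rises that single tRNAs without Q also show.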

How the results depend on the processing

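The alternatives were set before the data were examined, apart from the fits within groups of calibration libraries, the tRNA Asn isodecoder with the most reads summed over all libraries, the tRNA His share by reads that cover position 34, ms2i6A37 without tRNA Phe(GAA) and tRNA Leu(TAA), and the 0Q and 100Q libraries taken singly at named sites, which were chosen after seeing the data. No tests of explanations belong to this part.

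Of 22 results that answer a comparison, 10 stayed the same under every alternative run, and 180 of 216 alternatives gave the same direction and side of the threshold. Among the values of single tRNAs, 24 of 179 alternatives moved a value by more than the spread between replicates, 18 upward and 6 downward. The higher deletion at Q34 in 100Q cells, and with periodate in either Q state, held for 8 of 8 tRNAs under each alternative. A coverage over 1000 reads removes none of these tRNAs, so that setting cannot move them. With the tRNA Asn isodecoder that has the most reads summed over all libraries, its deletion in 100Q cells was 11.1%. The calibration slope was then 0.0252, and the difference from tRNA His 0.00237 (permutation p = 0.103), on the same side of the threshold.

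The difference between the calibration slopes was 0.00314 (permutation p = 0.0237) with only aligned bases in the denominator, and reversed to -0.00298 (p = 0.0531, permutation) with positions 33 and 34 summed. With the mixing curve in place of the log2 fit, its r2 minus that of the linear fit was 0.0850 for tRNA His on the linear scale. The r2 of the log2 fit minus that of the linear fit was 0.0393 for tRNA Asn with binomial weights. Within the libraries of 0% to 50% this difference was -0.0361 for tRNA His and -0.0494 for tRNA Asn, and within those of 60% to 100% it was 0.00271 and 0.0229. The cause was not tested for either.

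The fall of s2C32 under DIP was -6.91 points with culture means (exact p = 0.33), a design of 2 against 2 that cannot pass 0.05. Under H_2_O_2_, the s2C32 difference reversed to -0.619 (exact p = 0.931) with a coverage over 1000 reads, was 4.44 (exact p = 0.0140) without tRNA Arg(ACG), and ran from -0.478 to 2.65 with each culture left out. Under αMG, it reversed to 1.17 (permutation p = 0.576) with no coverage minimum and to 0.0584 (exact p = 0.836) without tRNA Arg(ACG). The s2U34 difference reversed to 0.0487 under DIP without tRNA Gln(TTG) (exact p = 1.0) and to -1.53 under H_2_O_2_ without tRNA Glu(TTC) (exact p = 0.667). The fall at ms2i6A37 was -0.102 (permutation p = 0.0575) for deletion in place of mutation. The αMG reversal with no coverage minimum comes from tRNA Arg(CCG), the only tRNA this setting adds. Its mutation fraction was 39.6% and 36.9% under αMG and 26.9% and 29.9% without stress. The cause was not tested for the others.

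The sites called with periodate numbered 40 for mutation, 45 for deletion and 4 for a lost mutation with isodecoders summed, and 64, 44 and 3 with 1 isodecoder per anticodon. Both settings test fewer references. With a difference of at least 10 points, they were 109, 102 and 10. A coverage over 1000 reads gave 105 for deletion and 11 for a lost mutation, and no coverage minimum gave 66 for a lost mutation. With replicate 1 or 2 left out, each count was 0 (0 to 0). At an unadjusted p under 0.05, those 4-library fits had 154 and 118 sites for mutation, 155 and 141 for deletion and 21 and 18 for a lost mutation. The smallest adjusted p in them was 0.0530 and 0.0560 for deletion and 0.0609 and 0.0683 for mutation. No deletion was called as higher in 100Q cells among 17046 sites. At an unadjusted p under 0.05, 47 sites were higher and 50 were lower in 100Q cells. The scan thus also missed the wobble nucleotides of the Q-modified tRNAs, where 8 of 8 had a higher deletion fraction in treated 100Q than in treated 0Q libraries. For tRNA Asn, it was 12.5% in treated 100Q and 0.847% in treated 0Q cells. A scan that misses these known sites cannot tell whether other deletions depend on Q. No family of tRNAs was called for the interaction of Q and periodate (0 unadjusted, and 4 unadjusted with the RNA sample as a block).

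Depth limits tRNA Arg(CCG) in the stress libraries, where no DIP or αMG culture passed the minimum of 100 reads. The second unstressed culture, with 67 reads, did not pass either. With 2 libraries per group, no single Q34 comparison can pass 0.05 in an exact permutation test.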

Differences from the paper's values

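The paper states a deletion background below 0.1%, its own value. At position 34 of the 8 Q-modified tRNAs, the median deletion fraction without periodate was 0.214%. It was 0.214% with only aligned bases in the denominator, with a coverage over 1000 reads and with no coverage minimum, and 0.209% with all isodecoders summed, and none of the alternatives set before the data were examined closed the gap. Over all 16174 reference positions, the median was 0.0%, which falls below the paper's 0.1%. At position 34 of tRNAs not among the 8, the median was 0.117%, and 49.3% of the values were under 0.1%.

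The paper gives a single tRNA His isodecoder more than 99% of tRNA His, its own value. In the reads counted per gene, the share was 92.3% in the lowest and 97.4% in the highest of the 8 libraries of 0Q and 100Q cells, which is above the paper's bound in none. With only reads that cover position 34, a setting chosen after seeing the values, the share was 98.4% to 99.7% and was over 99% in 6 of the 8 libraries.

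The paper describes the signature of tRNA His as missing in 0Q cells. The deletion fraction of tRNA His was 2.92-fold higher with than without periodate there, a rise of 0.375 percentage points. With periodate, the deletion fraction at position 34 was higher in both treated than in both untreated 0Q libraries for 8 of 8 tRNAs, by 0.0867 to 2.62 percentage points.

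The paper ranks deletion as the most pronounced signature of oxidised Q, with tRNA His as the example. This held for tRNA His and for 6 of the 8 tRNAs in all, and for tRNA Tyr mutation and for mt-tRNA Asp the stop signature changed more.

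The paper states that s2C32 was reduced in all tRNAs under DIP. At a coverage over 100 reads, 4 of the 5 tRNAs could be measured and each was lower. With no coverage minimum, tRNA Arg(CCG) had 75 and 34 reads in the DIP cultures, with mutation fractions of 24.0% and 32.4%, against 26.9% and 29.9% without stress.

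The paper finds no periodate-dependent deletion at the wobble position of mt-tRNA Trp. The deletion fraction was higher in all 4 treated libraries, at 0.381% against 0.0992% (exact two-sided permutation p = 0.029, the smallest possible, adjusted p = 0.046 over 135 tests). That test ignores the pairing of libraries by RNA sample, and a paired test could not reach 0.05.

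The paper's value of about 13% deletion for tRNA Asn was met at 12.5% on the isodecoder whose sequence the paper gives. On the isodecoder with the most reads summed over all libraries, run after seeing the data, it was 11.1%.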

Other observations

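The tests in this part were chosen only after the result was seen, apart from the change in nucleus-encoded Q family counts, the interaction of Q and periodate in tRNA Asn counts and the tests of s2C32 under DIP, which were set beforehand.

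The calibration of Q34 deletion in tRNA His and tRNA Asn is not linear, and the paper explains this by a lower yield of cDNA from Q34 tRNA. Of the 8 tRNAs, mt-tRNA Asn alone fit a line clearly better than the log2 line, with r2 of 0.916 and 0.708, both on the linear scale. Its mixing curve gave a relative yield of 2.79, which goes against a lower yield. If the yield is lower, counts of Q-modified families should fall as 100Q RNA is added. In the calibration libraries, the 4 nucleus-encoded Q families changed by a median of -0.61 on the log2 scale along the fitted line, which fits. The 4 mitochondrial Q families did not fall, but rose by a median of 0.72, against 0.98 in the other mitochondrial families. In 0Q and 100Q cells, a lower yield after periodate should appear as an interaction of Q and periodate, predicted at -1.46 for tRNA Asn. The interaction was -0.11 for tRNA Asn and 0.11 for tRNA His on the log2 scale, and none of 69 families was called (0 at an unadjusted p under 0.05). These counts include reads that end before position 34. Reads at 33 per read at 39, which pass it, had an interaction of -0.0687 for tRNA Asn, far from -1.46. Both go against a lower yield of this size in these cells. Counts of the same RNA sample correlated by 0.895 and 0.916 between treated and untreated libraries. With the RNA sample as a block, 4 families had an unadjusted p under 0.05 and none was called. Unequal amounts of a tRNA in the 0Q and 100Q RNA could bend the curve in the same way. For tRNA Asn, weighting the mixture by the counted amounts left 0.170 of the sum of squares of a straight mixture. For this tRNA, a low yield would lower the counts as well, so the test cannot separate the explanations. Counts of mt-tRNA Asn rose 4.43-fold from the 0% to the 100% library, and weighting left 0.281 of its sum of squares, which a low yield could not give. However, in untreated cells the counts of 68 families differed between 100Q and 0Q by only -0.50 to 0.51 on the log2 scale, and did not follow the change along the calibration (Spearman's rho = -0.233). This goes against unequal amounts as the source, unless the calibration used other RNA than these cells. For mt-tRNA His and mt-tRNA Tyr, weighting made the sum of squares 1.57 and 1.25 times as large. Of the 6 tRNAs whose deletion fraction rose more than 1.5-fold along the calibration, 4 came closer with weighting. Over these 6, the ratio of counts and the fitted yield went together (Spearman's rho = 0.943), as unequal amounts would give. A low yield would lower the counts as well, so this does not separate the explanations.

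The 11 calibration libraries fall into a group of 0% to 50% and a group of 60% to 100%, which the paper's text does not describe. Libraries at the same place in each group also resemble each other. After removing the mean and the trend within each group, their profiles correlated by 0.885, 0.920, 0.955, 0.760 and 0.0883 for the pairs 0% and 60% to 40% and 100%, and 3 of 720 arrangements gave a mean as high (exact p = 0.00417). This is consistent with separate preparation of the groups with the same order of barcodes, which was not tested otherwise. A constant step between the groups does not account for the curvature, since the linear r2 of tRNA Asn with the group as a covariate was 0.924, as without it. The linear slope of tRNA Asn was 2.87 times as steep in the second group as in the first. Percent of 100Q RNA and group coincide, so curvature and a different response of the 2 groups cannot be told apart.

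Under DIP, s2C32 fell while s2U34 did not. A weaker periodate reaction or the lower depth of the DIP libraries would lower s2U34 too, whose mean log2 ratio over tRNA Gln(TTG), tRNA Glu(TTC) and tRNA Lys(TTT) was 0.034, while that of s2C32 was -0.51. The positive mean comes from tRNA Lys(TTT), at 0.28, with a mutation fraction of only 0.435% without stress. On the log2 scale, tRNA Gln(TTG) changed by -0.18 and tRNA Glu(TTC) by 0.01, so a slightly weaker reaction is not excluded, but neither fell as far as the mean of s2C32. In relative terms, the fall at s2C32 of tRNA Ser(GCT), from 69.1% to 59.3%, was near that of tRNA Gln(TTG), from 19.0% to 16.7%. The other measured tRNAs with s2C32 fell further. The fall at ms2i6A37, of -0.973 points, is what a loss of activity of iron-sulfur enzymes in general would give. However, it is largest in tRNA Phe(GAA) and tRNA Leu(TAA), for which a weaker periodate reaction was not excluded. A loss of activity of iron-sulfur enzymes may underlie both falls, as a hypothesis.

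The mutation fraction at position 32 of tRNA Arg(TCT), an m3C, was lower with periodate. Per read at position 39, the mutated reads were 0.0524 times as many with as without periodate and the unmutated reads 1.25 times as many. However, most treated reads ended at position 34, before they reached 32, as 21.1% of the reads at 35 reached 31 in the first treated 0Q library, against 84.8% in the untreated one. Per read at position 33, past that stop, the ratios were 0.195 and 4.68. Loss at position 34 of molecules that carry the mutation and removal of the methyl group in this tRNA alone can therefore not be told apart by these reads. Removal of methyl groups by the treatment in general would lower the other tRNAs mutated at position 32 as well, where the largest fall was -1.55 points, which goes against it.

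The tRNA Asn isodecoders chr1.trna26 and chr1.trna107 change order, with a ratio of reads at position 26 of 1.24 without and 0.664 with periodate. In the reads counted per gene, the change was smaller. In 0Q cells, they held 44.2% and 41.2% of tRNA Asn reads without, and 39.8% and 45.1% with periodate. Reads mutated at position 26 may be divided between these references. Once reads with T at position 26 are all given to chr1.trna26, the ratio was 1.53 without and 1.95 with periodate, and the order no longer changed.

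For tRNA His, short reads counted on the second isodecoder are a candidate explanation for the lower share of the most abundant one, whose mean share among reads that cover position 34 was 99.1%.

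A minor tRNA Asn isodecoder, chr1.trna50, had a deletion fraction of 37.0% ± 2.3 (SD, n = 2) at position 34 in treated 100Q cells, above the 5 abundant isodecoders. It held at most 0.677% of the tRNA Asn reads at that position, and its position 39 was mutated in 49.1% of reads without periodate in 100Q cells. Reads of another tRNA aligned to this reference may explain both.

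For tRNA Glu(TTC), the sum of mutation and deletion at position 34 differed 1.28-fold between the highest and the lowest isodecoder in 0Q cells, against 2.29-fold for mutation alone. A different split between mutation and deletion may account for most of the difference between isodecoders.

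The deletion fraction at position 36 of mt-tRNA Tyr was lower in treated 100Q than in treated 0Q cells. It also fell from 35.1% to 17.3% along the calibration (Spearman's rho = -0.982 and Pearson's r = -0.937, each with a permutation p of 1e-05, the smallest possible; r = -0.957 without the 0% and 100% libraries). Within the groups of libraries, rho was -0.943 and -0.9. Signal that moved to the deletion at position 34 and the mutation at position 37 would leave the sum of the 3 signatures unchanged. The sum was 57.8 percentage points in 0Q and 51.9 points in 100Q cells, with an SD of at most 0.683 points for each signature. This argues against a move of the whole signal, while a move of a part of it is left open. The calibration mixes 0Q and 100Q RNA, so any difference between the 2 RNAs would follow the proportion, and an effect of Q34 cannot be told apart from another difference between them.

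In the calibration, the deletion fraction at position 34 of tRNA Asp was 1.61% in the 0% library and 1.54% in the 100% library, although 0Q and 100Q cells differed. For mt-tRNA Asp, it was 2.72% and 2.57% in these libraries, against 0.974% in treated 0Q and 3.41% in treated 100Q cells. No explanation was tested.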
